# Apoptosis Induced by Piroxicam plus Cisplatin Combined Treatment Is Triggered by p21 in Mesothelioma

**DOI:** 10.1371/journal.pone.0023569

**Published:** 2011-08-17

**Authors:** Alfonso Baldi, Maria Teresa Piccolo, Maria Rosaria Boccellino, Aldo Donizetti, Irene Cardillo, Raffaele La Porta, Lucio Quagliuolo, Enrico P. Spugnini, Francesca Cordero, Gennaro Citro, Massimo Menegozzo, Raffaele A. Calogero, Stefania Crispi

## Abstract

**Background:**

Malignant mesothelioma (MM) is a rare, highly aggressive tumor, associated to asbestos exposure. To date no chemotherapy regimen for MM has proven to be definitively curative, and new therapies for MM treatment need to be developed. We have previously shown *in vivo* that piroxicam/cisplatin combined treatment in MM, specifically acts on cell cycle regulation triggering apoptosis, with survival increase.

**Methodology/Principal Findings:**

We analyzed, at molecular level, the apoptotic increase caused by piroxicam/cisplatin treatment in MM cell lines. By means of genome wide analyses, we analyzed transcriptional gene deregulation both after the single piroxicam or cisplatin and the combined treatment. Here we show that apoptotic increase following combined treatment is mediated by p21, since apoptotic increase in piroxicam/cisplatin combined treatment is abolished upon p21 silencing.

**Conclusions/Significance:**

Piroxicam/cisplatin combined treatment determines an apoptosis increase in MM cells, which is dependent on the p21 expression. The results provided suggest that piroxicam/cisplatin combination might be tested in clinical settings in tumor specimens that express p21.

## Introduction

Malignant mesothelioma (MM) is a rare, highly aggressive tumor, accounting for less than 1% of all cancer deaths in the world [1], that arises from the surface of serosal cells of the pleura, peritoneum, and pericardium. The association between exposure to asbestos and MM development is commonly accepted. Epidemiological data indicate that in the next 30 years this disease will cause a quarter of a million of deaths in Europe in individuals exposed to asbestos [2]. The prognosis is generally poor, with a reported median survival from presentation ranging from 9 to 12 months in either untreated or treated patients [3].

Treatment of MM patients has included supportive therapy, surgery, chemotherapy and radiotherapy [4]. Overall, clinical benefits of conventional therapies are marginal, with chemotherapy as the choice treatment, taking into account that surgery and radiotherapy have limited benefits in highly selected patients - reaching a median survival of approximately 1 year. To date no chemotherapy regimen for MM has proven to be curative, and new therapies for MM treatment are being developed testing different drug combinations, that might be used as new therapies, or as part of new combined multi-modality treatments, with sequential surgery and/or radiotherapy.

The advent of genome-wide analyses that greatly enhanced the comprehension of the molecular changes, cancer-type distinctive, has allowed to shift cancer therapies from broad-spectrum treatments towards cancer-specific and molecular-targeted treatments, showing efficacy and a limited toxicity to normal cells. Furthermore, analysis of the pathways specifically de-regulated in cancer, have led to develop specific tumor inhibitors, as the farnesyltransferase inhibitor [5], the anti-VEGF (vascular endothelial growth factor) antibody bevacizumab [6], or the proteasome inhibitor bortezomib [7]. Similar drugs have been tested also in MM, as well as in the pre-clinical study based on cisplatin and bortezomib, reporting enhanced apoptosis and increased cisplatin cytotoxicity [8]. Among the combined chemotherapy regimens for MM, two proved to be favourable to palliation: pemetrexed plus cisplatin [9] and gemcitabine plus cisplatin [10].

A different combined treatment recently described by our group in MM used the non steroidal anti-inflammatory drugs (NSAIDs) piroxicam combined to cisplatin. This drug combination showed an anti-tumor effect, with increasing survival both *in vitro* and *in vivo*, as demonstrated in a murine orthotopic model of MM [11].

NSAIDs are commonly used as anti-inflammatory and analgesic drugs. They are non selective inhibitors of both cyclooxygenase-1 (COX-1), an enzyme constitutively expressed in many tissues, and cyclooxygenase-2 (COX-2), that is expressed at very low levels in most tissues [12]. COX-2 can be induced by cytokines and stress in various tissues and it is overexpressed in many cancers. The first studies associating NSAIDs treatment with a reduced cancer risk, were performed on colon cancer [13]. Since then, the antineoplastic effects of NSAIDs have been evaluated in many randomized clinical trials [14] [15] and on several *in vitro* and *in vivo* experimental MM models. In particular, NS398 produced a significant reduction of proliferation level in MM cell lines, [16] while celecoxib resulted efficient in inhibiting mesothelioma cell growth [17].

In a previous work we have demonstrated a significant anti-proliferative effect of piroxicam (P) in two mesothelioma cell lines not expressing COX-2, MSTO-211H and NCI-H2452, treating them with piroxicam alone or in combination with cisplatin (C). Drugs combination resulted in a synergistic effect, suggesting that piroxicam might sensitize MM cells to cisplatin cytotoxicity acting via a COX-independent mechanism. The results were confirmed *in vivo*, in a mouse MM model indicating that piroxicam and cisplatin association specifically acts on cell cycle regulation triggering apoptosis, and may hold promise in the treatment of MM [11]. Finally in spontaneous MM in pets, we recently have been able to show that piroxicam/cisplatin combination has remarkable efficacy at controlling the malignant effusion secondary to MM in our samples [18].

Starting from this background, the goal of this work was to dissect, at a molecular level, the effects of this combined treatment. Molecular changes responsible for the anti-tumor effect following the combined treatment were initially investigated by whole genome transcription profling. Specifically, we used Affymetrix microarray technology to identify differentially expressed genes in MSTO-211H cell lines after the piroxicam/cisplatin combined treatment. We associated apoptosis activation of the combined treatment to p21 expression, since apoptosis enhancement is impared upon silencing of p21. These results suggest a novel mechanism for this drug combination that might be tested also in other human cancers.

## Results

### Piroxicam and cisplatin combined treatment induces apoptosis in MSTO-211H cells

Previous studies from our laboratory established a role in mediating cell proliferation for the piroxicam/cisplatin combined treatment. We showed that piroxicam acts on MM cells reducing proliferation levels in a dose-dependent manner. Furthermore, as revealed by our group, in a MM ortothopic model, mice treated with combined therapy showed a prolonged survival and a tumor growth reduction. We assumed that piroxicam could exert its effects via COX-independent mechanisms because MSTO-211H cells express at very low levels COX-2 proteins [11].

To further elucidate the effect of combined treatment on cell cycle regulation and the downstream signalling, we exposed MSTO-211H cells to both cisplatin and piroxicam/cisplatin in a time course experiment, using the drug concentration able to reduce cell proliferation by 50%, as we have previously showed [11]. Apoptosis was investigated by means of DNA distribution in flow cytometry analysis, using untreated cells as control. After single cisplatin treatment, we detected a 14% of apoptotic induction, while the comparison of cell DNA content between piroxicam/cisplatin and untreated cells, revealed a 33% of apoptosis increase after 24 hours treatment compared to control (Figure 1A). This analysis revealed no apoptotic induction at 8 hours both in single or in combined treatment (data not shown). These results were confirmed measuring the cell viability using the trypan blue method (Figure 1B). Apoptosis was further evaluated with Annexin V-FITC/PI staining confirming that combined treatment induced up to 37% apoptosis increase compared to control (Figure 1C).

**Figure 1:**
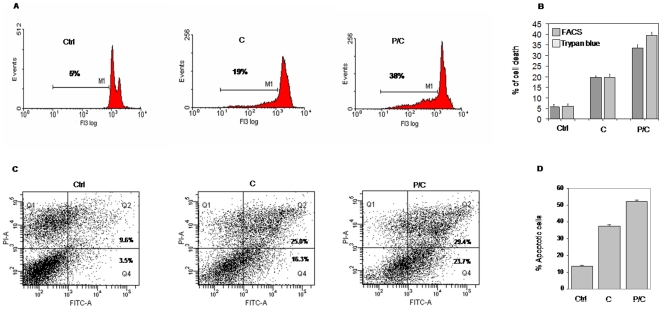
Piroxicam and cisplatin combined treatment induces apoptosis. A, MSTO-211H cells were exposed to cisplatin or to piroxicam and cisplatin and DNA content was analyzed by flow cytometry analysis. After 24 hours untreated (Ctrl) and treated cells (C, P/C) were collected, labeled with propidium iodide (PI) and analyzed. B, Cell viability analysis with the trypan blue. C, Apoptosis analysis by Annexin V-FITC/PI (Q1: necrosis; Q2: late apoptosis; Q3: healthy cells; Q4: early apoptosis). D, data summary of the apototic index. Data were performed on three independent experiments with comparable results. Ctrl: cells, C: cisplatin, P/C: piroxicam and cisplatin.

To analyze if the effect exerted by piroxicam and cisplatin could be viewed as a general characteristic of MM cells, we analyzed apoptosis induction following the combined drug treatment in other MM cell lines. In particular NCI, Mes1 and Mes2 were treated as described above, then apoptosis was evaluated with AnnexinV-FITC/PI. NCI and Mes1 cell lines showed a similar apoptotic increase after combined treatment (Figure 2). We were unable to detect any significant apoptotic event in Mes2 cells upon single or combined treatment (data not shown).

**Figure 2:**
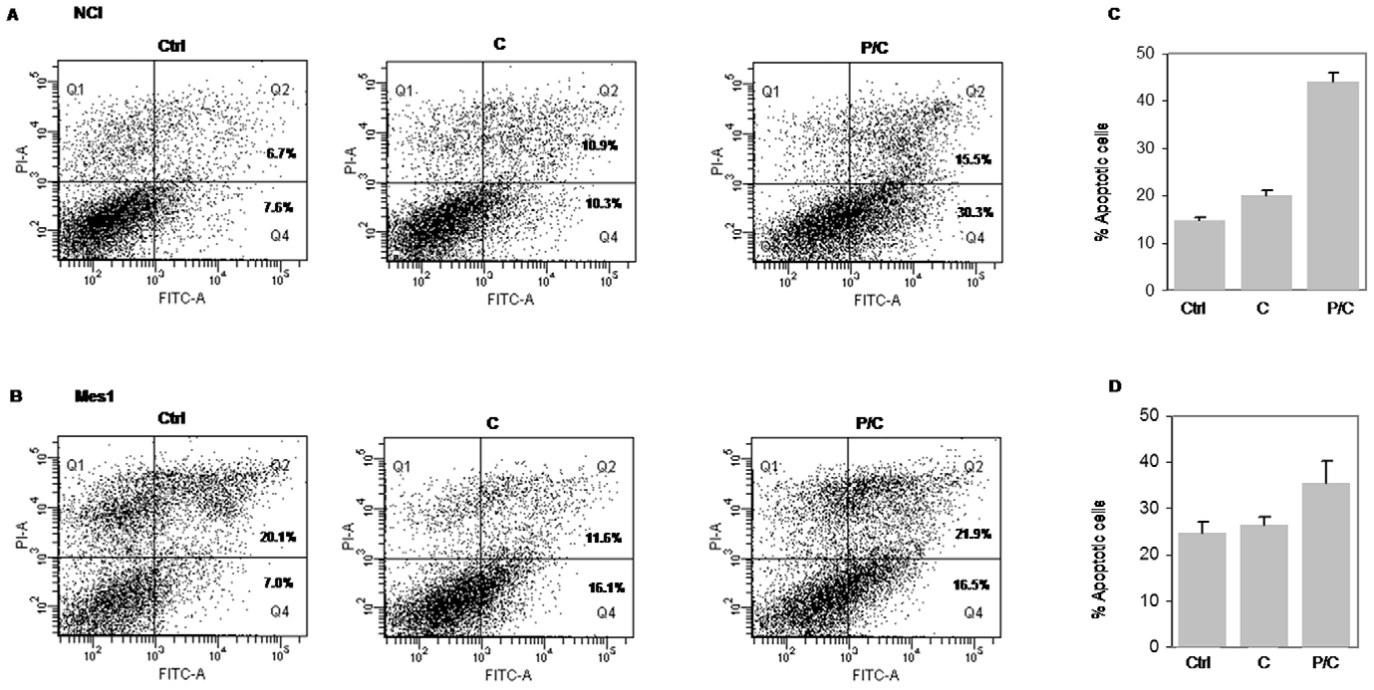
Apoptosis induction after combined treatment in MM cell lines. A and B, Apoptosis analysis by Annexin V-FITC/PI in NCI (A) and Mes1 (B) (Q1: necrosis; Q2: late apoptosis; Q3: healthy cells; Q4: early apoptosis). C and D, data summary of the apototic index. Cells were treated as described above for the MSTO-211H. Data were performed on three independent experiments with comparable results. Ctrl: cells, C: cisplatin, P/C: piroxicam and cisplatin.

### Genome-wide profiling analysis leads to identify genes involved in apoptosis enhancement following combined treatment

In order to analyze, at a molecular level, the effect of the combined treatment, and to identify the relative pattern modifications, we performed a transcriptional profiling on HGU133A arrays, using MSTO-211H cells treated with piroxicam, cisplatin or with piroxicam and cisplatin. Differential expressed genes in treated cells were detected comparing their expression respect to untreated cells.

On the basis of the above reported apoptotic induction, drug treatments were done at times in which apoptosis induction was undetectable (8 h) or present (24 h). Biological triplicates were generated for each prototypic situation and data were analyzed using the oneChannelGUI Bioconductor package [19].

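MSTO-211H is an established cell line of human malignant mesothelioma. Piroxicam is a non-steroidal anti-inflammatory drug that inhibits cyclooxygenases, and cisplatin is a platinum compound that forms adducts with DNA. Cells were left untreated or received 760 µM piroxicam (P), 4.5 µg/mL cisplatin (C) or both drugs (P/C), and RNA was taken at 8 h and at 24 h. The data analysed here come from 18 HGU133A arrays, each hybridised with the RNA of 1 sample, on which a gene is measured by 1 or more probe sets. At 8 h each of the 4 groups had 2 arrays. At 24 h there were 2 arrays for untreated cells, 2 for P/C, 3 for P and 3 for C. The authors removed arrays with outlying raw intensities and summarised the others with GCRMA, so the deposited values are log2 signals already corrected for background and normalized between arrays. To these values the filter stated in the paper's methods was applied, which kept probe sets with an IQR of at least 0.25 and a signal of at least 100 in at least 25% of the arrays. A model with 1 mean per group was then fitted to all 18 arrays with limma, and p values were adjusted by the Benjamini-Hochberg method within each comparison. A probe set was called changed at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, and errors of fold changes are standard errors (SE) from this fit. Gene lists were tested with camera at a preset correlation of 0.01 between genes, and again with a correlation estimated from the data. The lists, the comparisons, the rule for naming genes and the alternative settings were fixed before the data were examined, apart from those said to be chosen later. The number of arrays limits the precision, and every comparison with untreated cells at 24 h rests on the same 2 control arrays.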

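Genes with a dim or steady signal did not pass the filter. PTGS2, the inducible cyclooxygenase that piroxicam inhibits, had a log2 signal of 1.94 ± 0.17 (SD, n = 2) in untreated cells at 24 h, below the limit of 6.64 that corresponds to a signal of 100. The serine protease HTRA1 was at 2.61 ± 0.11 (SD, n = 2). The list counts that follow are out of all genes listed. Several listed genes are absent from the probe annotation, so these counts are not the result of the filter alone. Of 20 genes listed for prostaglandin synthesis and its receptors, 1 was kept, and of 45 ribosomal protein genes none was kept. Of the mitosis genes 37 of 50 were kept, and of the DNA replication genes 27 of 50. Of 15 mesothelial and mesothelioma markers 2 were kept. Of 20 leukocyte and erythroid markers and of 13 stromal and endothelial markers none was kept. In all, 10388 probe sets had an IQR of at least 0.25, and 3089 of these also passed the signal filter. After removal of the Affymetrix control probe sets, 3057 were tested. The signal filter alone kept 3930.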

The complexity of the data set was reduced removing the non-significant probe sets, resulting in a total of 4,247 out of the 22,283 probe sets present in the microarray. To assess differential expression, we used an empirical Bayes method [20] together with a false discovery rate correction of the P-value [21]. Specifically, genes were selected using a corrected p-value≤0.05 and |log2(fc)|≥1. 

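In cells treated with P for 24 h, 445 probe sets changed, 96 higher and 349 lower than in untreated cells (limma). With P/C, 81 were higher and 129 lower. Among the largest rises with P were CXCL3, a chemokine that attracts neutrophils (log2 fold change 3.13, SE 0.58, adjusted p = 0.00158), and IRS2, an adaptor of the insulin receptor (2.40, SE 0.52, adjusted p = 0.00413). The largest falls with P were in PSMD12, a subunit of the proteasome cap, and in PLAT, which encodes tissue plasminogen activator (−3.66, SE 0.65, adjusted p = 0.00136). PSMD12 averaged a log2 signal of 3.73 ± 0.16 (SD, n = 3) with P and 7.59 ± 0.19 (SD, n = 2) in untreated cells, while its probe set with the highest mean had a log2 fold change of −0.74 (adjusted p = 0.029), short of the fold limit. The stress-induced transcription factor ATF3 rose most with P/C, to 8.66 ± 1.22 (SD, n = 2) from 4.34 ± 0.47 (SD, n = 2), with an adjusted p of 0.0154. GDF15, a stress-induced cytokine of the TGF-beta family, rose by 2.99 (SE 0.62, adjusted p = 0.0126) and GINS2, a subunit of the replicative helicase, fell by 2.93 (SE 0.44, adjusted p = 0.00314) on the log2 scale. Without untreated 24 h replicate 2 the adjusted p with P/C was 0.174 for ATF3, 0.178 for GDF15 and 0.0639 for GINS2, and without the array labelled P/C 24 h replicate 1 it was 0.0568 for ATF3, which had 0.0526 in a fit without the filter.
Either treatment changed 518 probe sets. Both treatments changed 137, of which 44 were higher in both, 93 lower in both and none opposite. Independent lists of these sizes would share 2.54 higher and 14.7 lower probe sets. Both comparisons use the same untreated arrays. Across probe sets, which are not independent replicates, the log2 fold changes of P/C and C at 24 h had a Pearson r of 0.747. Those of P and P/C had an r of 0.755 and a covariance of 0.363, and 78.9% had the same sign. In 100 simulations of unchanged groups against shared controls the mean r was 0.545, the covariance 0.0594, the same-sign share 68.4% and the overlap 0. Splitting the controls would leave 1 array on each side, so part of the excess may come from the shared controls. The median log2 fold change of the tested probe sets was −0.22 with P and −0.12 with P/C. After quantile normalization the median with P was −0.06 and the calls with P were 154 higher and 239 lower, and after centring each array on its median they were 172 and 223. The array labelled P/C 24 h replicate 1 had a score of 0.71 for the probe sets called at 8 h between the 4 arrays with piroxicam (P or P/C) and the 4 without (untreated or C), against 2.78 for replicate 3 and 2.59 to 2.91 for the P arrays. Without that array the P/C count was 346, without P/C 24 h replicate 3 it was 52, and without untreated 24 h replicate 2 the counts were 250 with P, 6 with P/C and 250 with either. Leaving out the arrays labelled P/C 24 h replicate 1 and C 24 h replicate 1 together, a choice made after the data were seen, gave 404 with P/C. The count with P was 783 without the filter and 282 at a signal of at least 200, and the count with P/C was 62 with array weights and 31 in a fit of only the arrays of the comparison.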

We detected a total of 536 differentially expressed probe sets (Table S1).

To analyze in detail deregulated genes, and to identify a direct correlation to apoptosis induction, we performed a functional analysis using “Ingenuity Pathways Analysis” (IPA7.0, Ingenuity System®). As shown in Figure 3, we observed a consistent number of differentially expressed genes only after 24 h treatments both in piroxicam and in piroxicam/cisplatin. 

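At 8 h, DDIT4, a stress-induced inhibitor of mTORC1 signalling, rose in both treatments that contained piroxicam. Its log2 signal was 7.72 ± 0.01 (SD, n = 2) with P (adjusted p = 1.82e-05 from limma) and 7.94 ± 0.30 (SD, n = 2) with P/C (adjusted p = 1.01e-05), against 2.57 ± 0.32 (SD, n = 2) in untreated cells. The untreated value lay below the array medians of 2.72 to 2.83, near background, so the size of the rise is not measured and DDIT4 is not ranked against other genes. BTG1, an anti-proliferative gene, rose by 1.82 (SE 0.29, adjusted p = 0.0146) with P and CEBPG, a transcription factor of the amino acid response, by 1.68 (SE 0.32, adjusted p = 0.0274). RGS4, a regulator of G protein signalling, fell by 3.79 on the log2 scale with P/C (SE 0.53, adjusted p = 0.00425). TXNIP, an inhibitor of thioredoxin, rose by 2.67 (adjusted p = 0.0383), and IL1B, an inflammatory cytokine, fell by 1.44 (adjusted p = 0.0383) with P/C. In total 15 probe sets were called with P at 8 h, 6 higher and 9 lower, and 19 with P/C, 8 higher and 11 lower. At an unadjusted p under 0.05 there were 293 with P and 362 with P/C, where 153 are expected by chance. The 8 h counts depended on single arrays. With P, 2 probe sets were called without untreated 8 h replicate 1 or P 8 h replicate 3, and 1 without untreated 8 h replicate 3 or P 8 h replicate 1. With P/C, 2 were called without untreated 8 h replicate 1, 4 without untreated 8 h replicate 3 and 5 without P/C 8 h replicate 1. DDIT4 was called in each of these fits. The adjusted p with P was 0.11, 0.1 and 0.156 for BTG1 without untreated 8 h replicate 3, P 8 h replicate 1 and P 8 h replicate 3, and 0.317, 0.275 and 0.241 for CEBPG, which had 0.0615 without untreated 8 h replicate 1. With P/C it was 0.0647 for RGS4 without untreated 8 h replicate 1. It was 0.224, 0.135 and 0.171 for TXNIP without untreated 8 h replicate 1, untreated 8 h replicate 3 and P/C 8 h replicate 1, and 0.184, 0.21 and 0.336 for IL1B. TXNIP had 0.127 without P/C 8 h replicate 3.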

We were unable to detect differentially expressed genes upon cisplatin treatment, thus supporting the hypothesis that the cisplatin-induced cytotoxicity might be enhanced by piroxicam through the modulation of specific endogenous effectors as for the previously described HtrA1 – a serine protease that acts as a tumor suppressor-like protein [22]. 

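No probe set was called with C at 8 h or 24 h (limma), with 35 and 421 at an unadjusted p under 0.05 and smallest adjusted p values of 0.753 and 0.0554. By chance 153 are expected at each time. The count at 8 h lies far below this, so the test may be too strict there. The lack of calls at 8 h is therefore no evidence that C had no effect. Why the count is low was not tested. The p53 target genes, which p53 activates after DNA damage, had positive log2 fold changes at 24 h in all 12 members tested, with a median of 0.88 and an adjusted p of 2.5e-08 from camera (adjusted p = 0.335 with an estimated correlation). Adjusted over the list alone, 5 were higher. At 8 h all 12 were positive as well, with a median of 0.42 (camera adjusted p = 1.54e-07; adjusted p = 0.392 with an estimated correlation). Of 37 mitosis genes, 33 had negative log2 fold changes at 24 h, with a median of −0.54 (camera adjusted p = 1.79e-05; adjusted p = 0.558 with an estimated correlation), and 1 was lower when adjusted over the list alone. HTRA1 had mean log2 signals of 2.35 to 2.83 over the 8 groups, near the array medians of 2.72 to 2.83 and so near background, where a fall could not be seen. The array labelled C 24 h replicate 1 differed from the other C arrays in the p53 target genes, whose median was 0.15 above the untreated mean, against 1.36 and 1.47 in replicates 2 and 3 and at most 0.12 in an untreated array. Without this array 123 probe sets were called with C at 24 h, 42 higher and 81 lower, while 1 was called without untreated 24 h replicate 1 and 1 without C 24 h replicate 3. With array weights the count was 134. The call count was 152 when the arrays labelled C 24 h replicate 1 and P/C 24 h replicate 1 were both left out, a choice made after the data were seen.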

Genes deregulated in the combined treatment were further analyzed in IPA for their molecular and cellular function and functional network. The analysis identified *Cancer*, *Cell Cycle and Cellular Growth and Proliferation* as the top three categories among the known affected biological function (Table 1) and *Cell cycle, Cellular movement and Cancer* as the most representative functional network.

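Genes of mitosis fell after 24 h of P/C. Of 37 tested, 22 fell and none rose (24 lower when adjusted over the list alone), and the median log2 fold change was −1.21 (camera adjusted p = 6.94e-15; adjusted p = 0.205 with an estimated correlation). CCNA2, the S and M phase cyclin A, had a log2 fold change of −2.32 (SE 0.31, adjusted p = 0.00153 from limma), and the kinesin KIF14 of −2.13 (SE 0.43, adjusted p = 0.0126). Both are in the paper's Table 2, which the study chose on these samples. The mitosis list shares genes with that table, so its counts and camera p are not fully independent evidence. Of 27 DNA replication genes 5 fell and none rose (10 lower when adjusted over the list alone), with a median of −0.80 (camera adjusted p = 8.64e-06; adjusted p = 0.205 with an estimated correlation). Among them were GINS1, a subunit of the replicative helicase, at −1.81 (SE 0.48, adjusted p = 0.0311), and RFC5, a subunit of the clamp loader, at −1.43 (SE 0.26, adjusted p = 0.00906). Of 12 p53 target genes 4 rose and none fell (7 higher when adjusted over the list alone), with a median of 1.25 (camera adjusted p = 3.05e-08; adjusted p = 0.205 with an estimated correlation). These are counts of calls, and they rest on single arrays. A call lost without an array does not mean that the log2 fold change was much smaller. Only 1 mitosis gene fell, no DNA replication gene fell and no p53 target gene rose without untreated 24 h replicate 2, and the numbers were 4, 1 and 2 without P/C 24 h replicate 3. There were 13 mitosis genes and 3 DNA replication genes that fell without untreated 24 h replicate 1, and 11 DNA replication genes without the array labelled P/C 24 h replicate 1. XPC, a DNA damage sensor of nucleotide excision repair, rose by 1.91 (SE 0.32, adjusted p = 0.00683), and the stress-induced gene SESN1 by 2.01 (SE 0.41, adjusted p = 0.0126). The pro-apoptotic genes of the BCL2 family and the death receptors were not called as a list (camera adjusted p = 0.907), with 1 of 8 lower. This was CASP8, an initiator caspase (−1.13, SE 0.33, adjusted p = 0.041), whose adjusted p was 0.126 without untreated 24 h replicate 1, 0.203 without untreated 24 h replicate 2 and 0.238 without the array labelled P/C 24 h replicate 1. The array labelled P/C 24 h replicate 1, with a p53 target median of 1.36, correlated best with C 24 h replicate 3 (r = 0.676 across probe sets). Without untreated 24 h replicate 2, adjusted p was 0.13 for KIF14 and RFC5, 0.208 for GINS1, 0.142 for SESN1 and 0.0731 for XPC. Without P/C 24 h replicate 3, adjusted p was 0.0819 for KIF14, 0.228 for GINS1, 0.0628 for RFC5, 0.0719 for SESN1 and 0.0683 for the DNA replication list, and without untreated 24 h replicate 1 it was 0.0682 for GINS1.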

**Figure 3:**
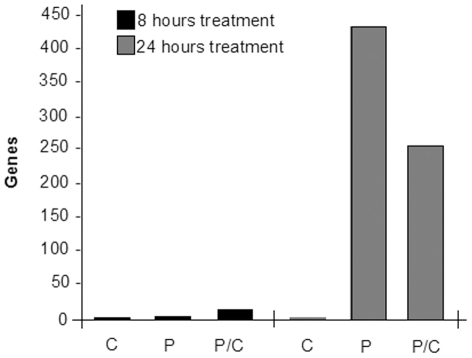
Differentially expressed genes enriched after single or combined treatment. Gene numbers after different time and drug treatments are shown. It is evident that only a 24 hour treatment reveals a consistent number of genes both in single piroxicam treatment and in the combined one. C: cisplatin; P: piroxicam; P/C: piroxicam and cisplatin.

**Table 1:** Top molecular and cellular functions at 24 hours piroxicam/cisplatin treatment.

Name	P- value	Molecules
Cancer	1.15E-13–9.71E-03	143
Cell cycle	4.14E-13–9.53E-03	125
Cellular growth and proliferation	4.28E-10–9.71E-03	94
Cellular movement	4.74E-09–8.96E-03	28
Cell death	5.61E-08–9.71E-03	146

To find out the mechanism underlying the enhanced apoptosis sensitivity in the combined treatment, we then focused our attention to genes associated to the above mentioned functional network. 

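Of the 32 genes listed for this network, 26 passed the filter. After 24 h of P/C 19 of them fell, 2 rose and 5 did not pass the test, and after 24 h of P 17 fell, 1 rose and 8 did not pass. Adjusted over the list alone, 21 were lower and 3 higher with P/C, and 18 lower and 2 higher with P. The list was chosen by the study on these samples, so it is not independent evidence of its direction. KIF20A, a kinesin of cytokinesis, had a log2 fold change of −1.57 with P (SE 0.33, adjusted p = 0.00367 from limma) and −1.77 with P/C (SE 0.37, adjusted p = 0.0126). FEN1, the flap endonuclease of lagging-strand synthesis, had −3.14 with P (SE 0.57, adjusted p = 0.00141) and −1.82 with P/C (SE 0.62, adjusted p = 0.0681). MCM4, a subunit of the replicative helicase, had −2.37 with P (SE 0.30, adjusted p = 0.000157) and −0.69 with P/C (SE 0.33, adjusted p = 0.167). With P/C the log2 signals were 5.25 ± 2.14 (SD, n = 2) for FEN1 and 7.20 ± 0.94 (SD, n = 2) for MCM4. The sizes of these falls with P/C thus depend on single arrays, and the means do not show a weaker fall in each array. PHGDH, the first enzyme of serine synthesis, had 1.87 with P (SE 0.37, adjusted p = 0.00217) and 1.41 with P/C (SE 0.40, adjusted p = 0.0382). All 26 genes had the same sign after P and after P/C, and the 14 called in both treatments moved in the same direction. In simulations of unchanged groups against shared controls, a mean of 8.14 of the 26 had opposite signs. No spread is given with this mean. It therefore does not show how rare full agreement would be among genes that move together. In a fit without the filter, DDB2, a DNA damage sensor, had −0.11 with P (SE 0.55, adjusted p = 0.957) and 1.80 with P/C (SE 0.60, adjusted p = 0.16), and its sign with P turned after quantile normalization, to 0.05, after median centring, to 0.10, and without untreated 24 h replicate 1, to 0.04. The number of genes lower with P/C was 1 without untreated 24 h replicate 2, 11 without untreated 24 h replicate 1 and 3 without P/C 24 h replicate 3, as well as 10 with array weights, 5 in a fit of only the arrays of the comparison and 11 at a signal of at least 200. Without untreated 24 h replicate 2 the adjusted p of PHGDH was 0.0506 with P and 0.315 with P/C, where it was 0.317 without P/C 24 h replicate 3, and that of KIF20A with P/C was 0.13 and 0.0915.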

The network includes many cell cycle regulators; most of them with an opposite fold change in the single piroxicam treatment (see Table S1). Among them, we found CDKN1A (p21) one of the few genes up-regulated in this network (Table 2).

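CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, averaged a log2 signal of 11.03 ± 0.38 (SD, n = 2) after 24 h of P/C and 8.46 ± 0.37 (SD, n = 2) in untreated cells. This is a log2 fold change of 2.57 (SE 0.57, adjusted p = 0.0172 from limma). With P it averaged 9.66 ± 0.14 (SD, n = 3), a log2 fold change of 1.20 that did not pass the test (SE 0.52, adjusted p = 0.0951), but did with array weights (adjusted p = 0.0224) and in a fit of only the arrays of the comparison (adjusted p = 0.0042). With C it averaged 10.28 ± 1.45 (SD, n = 3), a log2 fold change of 1.82 that did not pass (SE 0.52, adjusted p = 0.216). The array labelled C 24 h replicate 1 read 8.66 and the others 10.71 and 11.46, and without that array the log2 fold change with C was 2.63 (adjusted p = 0.000119). At 8 h the log2 fold changes were 0.36 with P (adjusted p = 0.923), 1.23 with C (adjusted p = 1) and 1.31 with P/C (adjusted p = 0.394). The call with P/C at 24 h was lost without untreated 24 h replicate 2 (2.31, adjusted p = 0.174), without P/C 24 h replicate 3 (2.84, adjusted p = 0.0587) and in the fit of all probe sets without the filter (adjusted p = 0.0523).

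**Figure D1:**
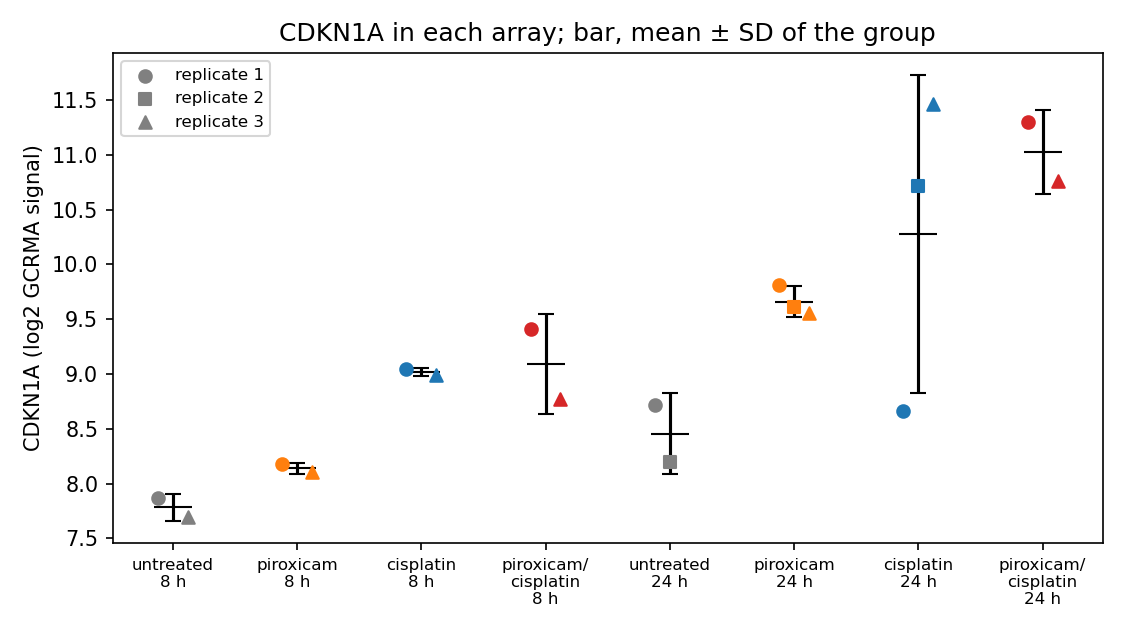
Log2 GCRMA signal of CDKN1A on each of the 18 arrays (y axis) by treatment and time (x axis), with 1 point per array, the marker giving the replicate number, and the mean with its SD as a bar. At 24 h the P/C arrays lie at 11.30 and 10.76, the P arrays between 9.55 and 9.82 and the untreated arrays at 8.72 and 8.20, while the C arrays spread from 8.66 to 11.46.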

**Table 2:** Genes associated to Cell Cycle, Cellular Movement, Cancer Functional Network.

Associated Genes	Fold change
ASPM	−1.4
BCCIP	−2.04
BIRC5	−1.39
BUB1	−1.36
BUB1B	2.48
CCNA2	−2.71
CCNB1	−1.17
CCNB2	−1.07
CDC2	−1.20
CDCA3	−1.29
CDK2	−1.01
CDKN1A	3.32
CDKN3	−1.27
CEP55	−1.08
DDB2	−1.5
DLG7	−1.23
ECT2	−1.35
FEN1	1.89
FOXM1	−1.54
KIF14	−2.73
KIF20A	1.08
KIF23	−1.43
KIF4A	1.02
LGALS3BP	−1.72
MCM4	1.17
NCAPD3	1.20
NDC80	−1.07
PBK	−1.24
PHGDH	−1.76
PRC1	−1.17
RACGAP1	−1.2
TTK	−2.09

To better analyze the p21 function we used IPA to find functional relationship with other genes involved in cell cycle progression that could account for the apoptosis increase detected in the combined treatment. 

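Besides CDKN1A, the genes BIRC5, BUB1, CCNB1, CDKN3, DLGAP5, FOXM1, MAD2L1, RACGAP1 and LGALS3BP were examined, all of which passed the filter. After 24 h of P/C, 7 of these 10 genes fell, CDKN1A rose and 2 did not pass the test (7 lower and 2 higher when adjusted over the list alone). As a set chosen by the study on these samples they are not independent evidence of their direction (camera adjusted p = 0.0043; adjusted p = 0.205 with an estimated correlation). BUB1, a kinase of the spindle checkpoint, had a log2 signal of 5.18 ± 0.51 (SD, n = 2) with P/C and 7.54 ± 0.05 (SD, n = 2) in untreated cells, a log2 fold change of −2.36 (SE 0.46, adjusted p = 0.0108 from limma). BIRC5, the inhibitor of apoptosis survivin, had 6.28 ± 1.05 (SD, n = 2) against 8.25 ± 0.01 (SD, n = 2), a log2 fold change of −1.97 (SE 0.34, adjusted p = 0.00794). MAD2L1, another gene of the spindle checkpoint, had −0.61 (SE 0.28, adjusted p = 0.159), and LGALS3BP, a secreted galectin ligand, had 1.37 (SE 0.43, adjusted p = 0.0539), so neither passed. LGALS3BP passed after quantile normalization (1.41, adjusted p = 0.0447) and after median centring (1.43, adjusted p = 0.0429). It also passed with an intensity trend (adjusted p = 0.0355) and at a signal of at least 200 (adjusted p = 0.0422). Its log2 signal was 9.33 ± 0.16 (SD, n = 2) with P/C and 7.96 ± 1.03 (SD, n = 2) in untreated cells. The size of its rise thus depends on which untreated array is used. It was 2.10 without untreated 24 h replicate 1, and it is smaller against replicate 1 alone. None of the 10 genes was called with C, where BUB1 had −1.37 (SE 0.42, adjusted p = 0.236), and −2.00 with an adjusted p of 0.000255 without the array labelled C 24 h replicate 1. Without untreated 24 h replicate 2 all 7 falls with P/C lost their calls, with adjusted p from 0.087 to 0.253, and without untreated 24 h replicate 1, 4 of the 10 genes fell. Without P/C 24 h replicate 3, 5 of the 7 falls lost their calls, with adjusted p from 0.0597 to 0.248.

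**Figure D2:**
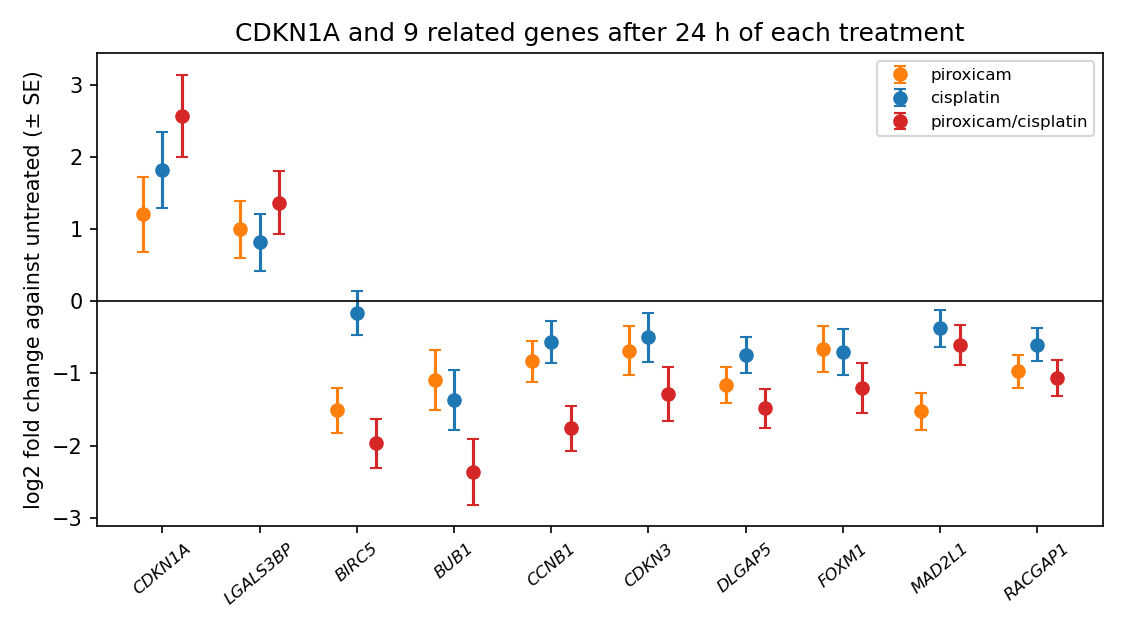
Log2 fold change against untreated cells at 24 h (y axis) of CDKN1A and 9 related genes (x axis) for P, C and P/C, with bars for the SE of the fit. CDKN1A and LGALS3BP lie above 0 and the other 8 genes below 0 in all 3 treatments.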

As shown in Figure 4B, p21 is connected to various genes, most of them down-regulated in the combined treatment.

**Figure 4:**
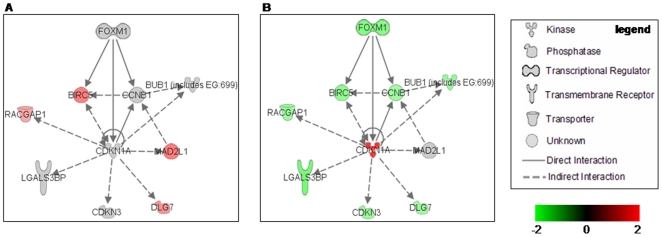
IPA functional pathway analysis. p21 functional relationship with other differentially expressed genes involved in cell cycle progression detected in this work. A, Expression after 24 hours treatments with piroxicam. B, Expression after 24 hours treatments with piroxicam/cisplatin. For each gene the relationship and the expression (red up-regulated, green down-regulated) are shown. Arrows indicate the direction of the relationship.

Microarray results were confirmed by quantitative real-time reverse-transcription polymerase chain reaction (qRT-PCR). The analysis was performed on MSTO-211H cells for all the genes depicted in Figure 4 both after single piroxicam or combined piroxicam/cisplatin treatment. We also tested their expression, on samples previously described by our group [23], where microarray analysis was used to compare human MM samples with respect normal pleura to detect MM associated genes. 

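On the arrays, 3 of the 10 genes measured by qRT-PCR fell after 24 h of P and none rose (3 lower and 1 higher when adjusted over this list alone, which the study chose on these samples and which is not independent evidence of its direction). MAD2L1, of the spindle checkpoint, had a log2 signal of 7.88 ± 0.30 (SD, n = 3) with P and 9.40 ± 0.04 (SD, n = 2) in untreated cells, a log2 fold change of −1.53 (SE 0.25, adjusted p = 0.001 from limma). BIRC5 had a log2 fold change of −1.51 (SE 0.31, adjusted p = 0.00293), and DLGAP5, a spindle protein also called DLG7, of −1.16 (SE 0.25, adjusted p = 0.00405), which was −0.97 after quantile normalization and −0.95 after median centring, short of the fold limit. CCNB1 had −0.83 (SE 0.29, adjusted p = 0.0414) and BUB1B, another kinase of the spindle checkpoint, −0.86 (SE 0.29, adjusted p = 0.039), both short of the fold limit. LGALS3BP had 1.00 with P (SE 0.40, adjusted p = 0.069). Its log2 signal was 8.96 ± 0.13 (SD, n = 3) with P and 7.96 ± 1.03 (SD, n = 2) in untreated cells. The size of this rise thus depends on which untreated array is used. With P/C, BUB1B had a log2 signal of 5.91 ± 0.88 (SD, n = 2) against 7.09 ± 0.32 (SD, n = 2), a log2 fold change of −1.18 (SE 0.32, adjusted p = 0.034). The adjusted p of BUB1B with P/C was 0.27 without untreated 24 h replicate 2 and 0.262 without P/C 24 h replicate 3.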

As reported in Table 3, qRT-PCR data were in good agreement to the microarray results, as the array expression values were confirmed for almost all genes either in cells or in human samples. The results obtained were in agreement with other published works (Table 3) and they also reinforced the idea that p21 might be an important effector of the combined treatment.

**Table 3:** Validation of Array-Based Gene Expression Profile by Real-Time PCR in MM cell after P or P/C treatment and in human MM samples.

	MSTO11Ha)			Mesotheliomab)		
Gene name	Fold Change		Real time validation	Fold Change	Real time validation	Association to Mesothelioma
	P	P/C				
BIRC5	1.50	−1.39	Yes	3.59	Yes	[47], [48], [49]
BUB1B	-	−1.36	No	3.88	No	
CCNB1	-	−1.17	Yes	3.44	Yes	[47], [50]
CDKN1A	-	3.32	Yes	−0.61	Yes	[51]
CDKN3	-	−1.27	Yes	2.44	Yes	
DLG7	1.27	−1.23	Yes	3.89	Yes	
FOXM1	-	−1.54	Yes	-	-	[50]
LGALS3BP	-	−1.72	Yes	0.74	Yes	
MAD2L1	1.53	-	No	3.55	Yes	
RACGAP	1.01	−1.22	No	2.12	No	

a) after 24 hours treatment.

b) human sample [18].

### p21 protein profiling following combined treatment

p21 was initially identified as a p53-target gene, a tumor suppressor activated in response to DNA damage [24]. Because our microarray analyses did not detect any transcription deregulation of p53 expression, we wondered if we could detect, between single and combined treatments, a p53 differential expression at protein level. We performed a Western blot analysis in MSTO-211H using total protein extracts. As shown in Figure 5A, we detected an increase of p53 levels in cisplatin treatment, probably related to the cisplatin-induced cellular stress that acts through nuclear DNA binding [25], as well as in piroxicam/cisplatin treatment. Western blot analyses could not detect p21 protein increase and, in agreement with previously reported data [26] we noticed a decrease in the P/C treatment (Figure 5A).

**Figure 5:**
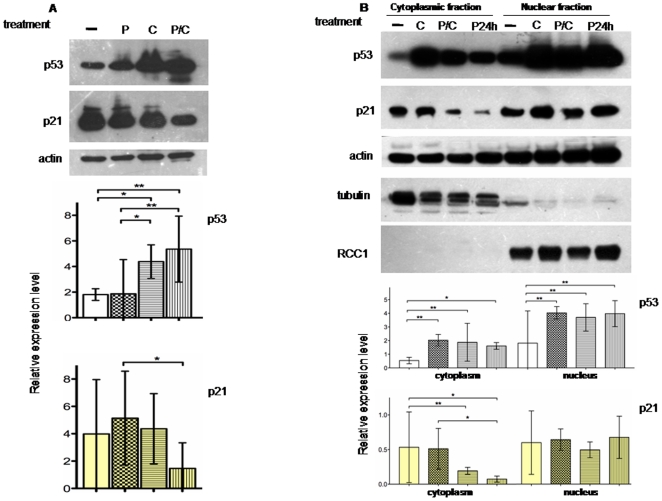
p21 protein is differently expressed in sub- cellular compartment. A, Western blot analysis and relative expression level on p53 and p21 proteins after 24 hours P, C or P/C treatment in MSTO11H. The analysis reveals an increase of p53 levels after C treatment probably related to the cisplatin-induced cellular stress. Indeed p21 levels appear decreased in the P/C combined treatment. Total proteins were incubated with p21 antibody, or p53 antibody. B, Western blot analysis and relative expression level on p53 and p21 proteins in cytoplasmic and nuclear subcellular fractions. Most of the p53 protein is localized in the nucleus and there is a similar result for p21. In addition the p21 nucleus/cytoplasm ratio increases in the prolonged piroxicam pre-treatment before adding cisplatin (lanes P24h). Proteins were probed with specific cytoplasmic (tubulin) or nuclear (RCC1) antibodies to exclude fractions cross-contamination. In all the experiments, actin was used as loading control. Histograms of relative expression level refer to p53 and p21 normalized expression and derived by the analysis of three independent experiments. Statistical analysis was done as indicated in Material and Methods. -: untreated cells, P: piroxicam; C: cisplatin; P/C: piroxicam and cisplatin P24h: piroxicam and cisplatin after piroxicam pretreatment.

To refine our knowledge on p21 expression at protein level we also investigated its subcellular localization. We analyzed protein expression either in cytoplasm or in nuclear extracts. As shown in Figure 5B, an increase in nuclear localization for p53 was found, as a consequence of cisplatin-induced cellular stress [25]. We also observed a similar effect for p21 which was mainly localized in the nucleus. Furthermore, we observed that p21 nucleus/cytoplasm ratio increased to a greater extent when we prolonged the piroxicam treatment for additional 24 hours before adding cisplatin (Figure 5B, lanes P24h) p21 nuclei shifting in the P/C combined treatment well agree with the observed apoptosis increase according to recent studies that address a dual role for p21 [27]. It has been reported that p21 can regulate cell cycle progression through inactivation of the cyclin-dependent kinase (Cdk)/cyclin complexes that are localized in the nucleus when active, and that the enhancement of p21 is linked to reduced expression of CDK and to cell growth inhibition. Despite this p21 inhibitory function, the inhibition of CDK activity determines the inactivation of the retinoblastoma tumor suppressor protein (pRB) that in turn sequesters E2F1 (E2 Family Member 1), thus leading to apoptosis induction [28].

### p21 silencing prevents apoptosis after piroxicam/cisplatin combined treatment

Before performing further investigation on p21 we sequenced in MSTO-211H cells all p21 coding exons, confirming the absence of any mutation. To gain insight the functional role of p21 in apoptosis observed after the P/C combined treatment, we silenced p21 expression by means of small interfering RNA technology (siRNA) and analyzed the effects on the cell viability after drug treatments.

Silencing was confirmed analyzing p21 protein levels. As shown in Figure 6, the protein was completely absent in p21 siRNA- transfected cells both at 24 or 48 hours after transfection, even in presence of drug treatments (Figure 6B).

**Figure 6:**
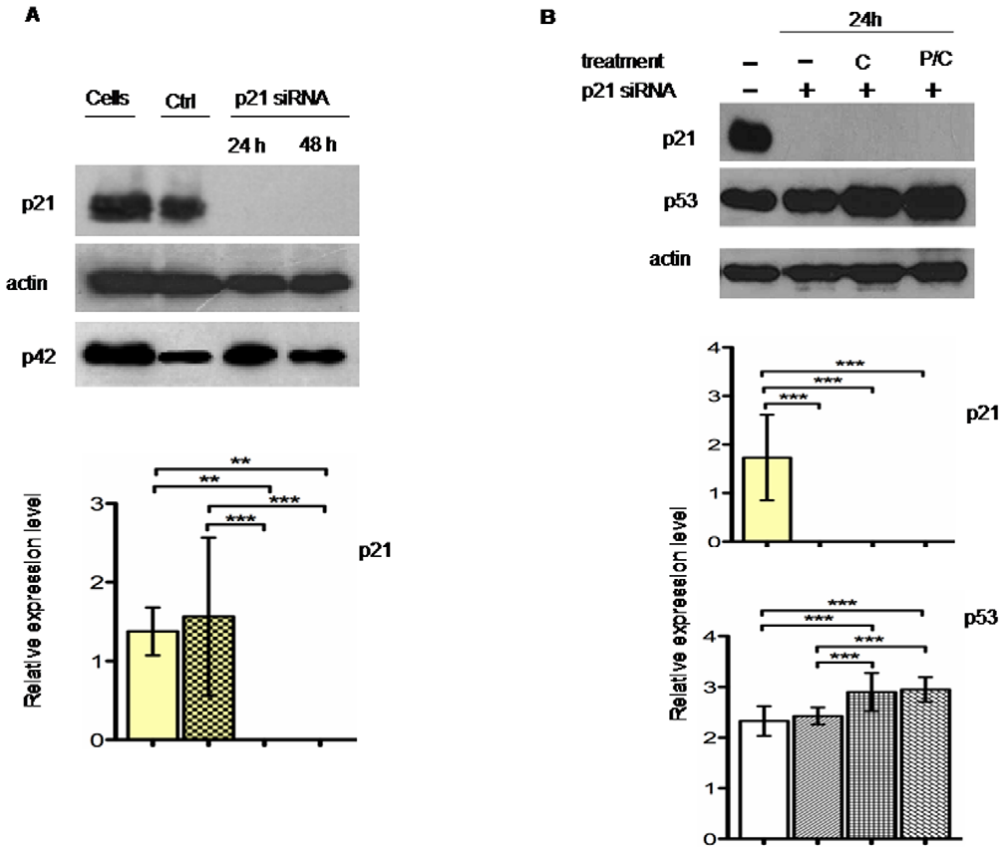
Effects of p21silencing on protein expression. A, Western blot analysis and relative expression level on p21 expression after p21 siRNA transient experiment. MSTO cells transfected with control or p21 siRNA were harvested at 24 or 48 hours after transfection. Total proteins were incubated with p21 antibody, or p42 antibody as internal control. Complete silencing was detected both at 24 and 48 hours. B, Western blot analysis and relative expression level on p53 expression after 24 hours, C or P/C combined treatment of MSTO-211H p21 silenced cells. 24 hours after silencing, cells were exposed to different drugs as indicated before protein extraction. Total proteins were incubated with p21 antibody, or p53 antibody. In all the experiments, actin was used as loading control. Histograms of relative expression level refer to p53 and p21 normalized expression and derived by the analysis of three independent experiments. Statistical analysis was done as indicated in Material and Methods. Cells: untreated cells; Ctrl: cells transfected with control siRNA; C: cisplatin; P/C: piroxicam and cisplatin.

To analyze the p21 silencing effects on cell cycle, we measured the DNA content by flow cytometry analysis after silencing. Analyses were carried out on cells exposed to cisplatin or to piroxicam/cisplatin 24 hours after transfection. Figure 7 shows that upon p21 silencing, cisplatin single treatment induced apoptosis activation comparable with untreated cells, while we observed a marked decrease in the percentage (70%) of apoptotic cells in combined treatment (Figure 7A). Apoptosis was instead unaffected using a control siRNA (Figure 7B). These results were confirmed measuring the cell viability using the trypan blue method (Figure 7 C, D).

**Figure 7:**
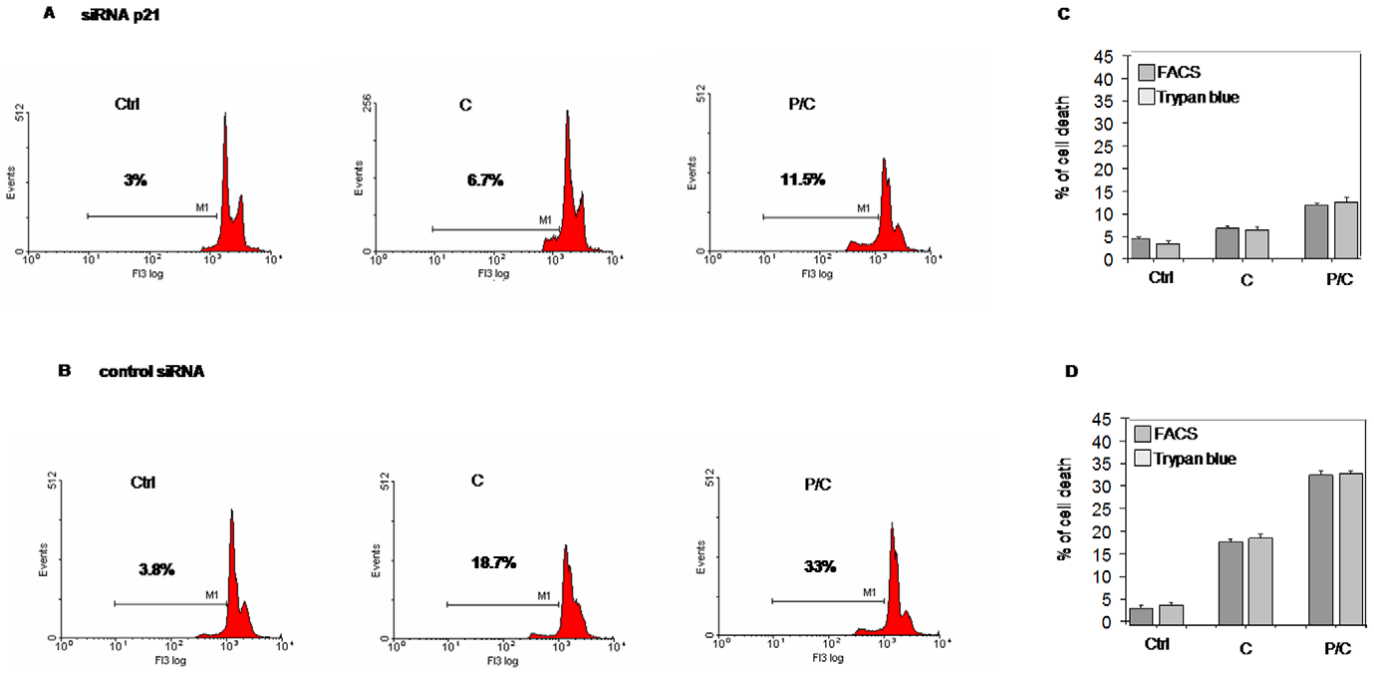
Apoptosis decrease in p21 silenced cells after piroxicam/cisplatin treatment. MSTO-211H cells were exposed to cisplatin or to piroxicam and cisplatin after 24 hours transfection with p21 siRNA or with the control siRNA. After transfection cells were drug-treated for additional 24 hours, then DNA content was analyzed by flow cytometry analysis with propidium iodide staining treating cells. A, p21 silenced cells show a marked apoptosis reduction after the combined treatment. B, Apoptosis was completely restored in the same experiments using control siRNA. C and D, Cell viability analysis with the trypan blue showed a reduced apoptosis only in p21 silenced cells. Data were performed on three independent experiments with comparable results. Ctrl: cells, C:cisplatin, P/C: piroxicam and cisplatin.

The above mentioned observations, demonstrate a tight relationship between p21 and apoptosis. If we also take in account that, under the same conditions, p53 protein level is not affected (Figure 6B), we can conclude that apoptosis induced by the combined treatment is mediated by p21 in p53 – independent way.

In this view we have verified the presence of a direct correlation among p21 silencing and some of its downstream genes linked to cell cycle effects (Table 3), also detected by the microarray analysis.

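After 24 h of P, 23 of 37 mitosis genes fell and none rose (24 lower when adjusted over the list alone), with a median log2 fold change of −1.16 (camera adjusted p = 1.93e-08; adjusted p = 0.25 with an estimated correlation). ASPM, a spindle pole protein, had −2.47 (SE 0.42, adjusted p = 0.00104 from limma), and NDC80, of the outer kinetochore, −2.03 (SE 0.36, adjusted p = 0.00127). Both are in the paper's Table 2, so the mitosis counts here are not fully independent of the study's choice either. Of 27 DNA replication genes 18 fell and none rose (18 lower when adjusted over the list alone), with a median of −1.37 (camera adjusted p = 2.4e-09; adjusted p = 0.249 with an estimated correlation). GINS1 had −3.59 (SE 0.44, adjusted p = 0.000127) and CDC6, which loads the replicative helicase, −3.09 (SE 0.53, adjusted p = 0.00108). With P, CDC6 averaged a log2 signal of 3.14 ± 0.12 (SD, n = 3), close to the medians of these arrays (2.74 to 2.83). Background may therefore limit the size of its measured fall. Of 12 p53 target genes 2, XPC and GDF15, rose and none fell (2 higher when adjusted over the list alone), with a median of 0.58 (camera adjusted p = 0.00143; adjusted p = 0.278 with an estimated correlation). When untreated 24 h replicate 2 was left out, 14 mitosis genes fell and 1 p53 target gene rose, and the adjusted p of GDF15 was 0.194.
The difference between the effect at 24 h and the effect at 8 h was tested as well. With P, 6 probe sets had a lower log2 fold change at 24 h than at 8 h and none a higher one (387 at an unadjusted p under 0.05). They belong to DDIT4 (adjusted p = 0.0205), to PSMD12, with a difference of −2.51 (adjusted p = 0.0478), and to SUB1, MCM4, NSL1 and RFC5, which are named here after their values were seen. For PSMD12, SUB1 and MCM4 this is 1 of several probe sets. The other of PSMD12 past the filter had a difference of −0.35 (adjusted p = 0.723), the other 2 of SUB1 had differences of −0.49 (adjusted p = 0.522) and −0.70 (adjusted p = 0.346), and the probe set of MCM4 used elsewhere in this text had −2.04 (adjusted p = 0.111), so none of these 3 genes is called as a whole. With a replicate block over both times 1 of the 6 was called, DDIT4, and the adjusted p was 0.062 for PSMD12 and RFC5 and 0.0666 for NSL1. With a block for the 8 h arrays alone, which the replicate numbers pair and which was chosen after the data were seen, 5 were called, PSMD12, RFC5 and NSL1 among them (adjusted p = 0.0497 for each), and MCM4 was not (adjusted p = 0.0565). With P/C, DDIT4 had a lower log2 fold change at 24 h too (adjusted p = 0.00702), and RBBP6, a ubiquitin ligase that binds RB1, had a difference of 2.36 (adjusted p = 0.013), with 323 probe sets at an unadjusted p under 0.05. DDIT4 was itself higher in untreated cells at 24 h than at 8 h, with mean log2 signals of 7.52 and 2.57 (adjusted p = 3.23e-05), and as the value at 8 h is near background, the sizes of its differences are not given. The count with P was 4 without P 24 h replicate 1, 1 without untreated 24 h replicate 2 and 0 without any 1 of the other 7 arrays of this test. The count with P/C was 0 without untreated 8 h replicate 1, 1 without untreated 24 h replicate 2 or P/C 8 h replicate 1, 13 without the array labelled P/C 24 h replicate 1 and 4 without P/C 24 h replicate 3. With P it was 0 without the filter, 44 with array weights and 49 in a fit of only the arrays of the comparison.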

Microarray analyses revealed that the majority of transcription changes was detected after 24 hours treatment with piroxicam or with piroxicam/cisplatin and that the functional classes most affected by these changes are associated to cancer, cell cycle, cellular growth and proliferation. Specifically we observed that p21-related genes are all down-regulated in combined treatment, and that they are also characterized by opposite expression trend when compared to piroxicam alone (Table S1).

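In the direct comparison of P/C with P at 24 h, none of CDKN1A, BIRC5, BUB1, CCNB1, CDKN3, DLGAP5, FOXM1, LGALS3BP, MAD2L1 and RACGAP1 passed the test (limma, 608 of 3057 probe sets at an unadjusted p under 0.05; 1 higher and 1 lower when adjusted over the list alone, which the study chose on these samples and which is not independent evidence). The differences nearest to the limit were 0.92 for MAD2L1 (SE 0.25, adjusted p = 0.0703), −0.93 for CCNB1 (SE 0.29, adjusted p = 0.0948) and −1.27 for BUB1 (SE 0.42, adjusted p = 0.115). BIRC5 differed by −0.46 (SE 0.31, adjusted p = 0.423), and by 0.28 without P/C 24 h replicate 3. All 10 genes had the same sign against untreated cells in both treatments. Both comparisons use the same untreated arrays, which favours equal signs. No simulation of unchanged groups was made for these 10 genes, so this agreement alone does not decide whether their directions differ. BIRC5 and DLGAP5 were called lower than in untreated cells in both treatments (limma). Their log2 fold changes were −1.51 and −1.16 with P and −1.97 and −1.485 with P/C. For these 2 genes the values argue against opposite directions. None of the 10 was called in opposite directions, and the others were not called in both treatments. There were 5 probe sets higher with P/C than with P and none lower. Among them were MCM4, with a difference of 1.68 (SE 0.30, adjusted p = 0.0453), and PCNA, the sliding clamp of DNA polymerases, with 1.35 (SE 0.25, adjusted p = 0.0453), beside FTSJ3, EI24 and POLR2D. Of 27 DNA replication genes 22 had positive differences and 2 were called (8 higher when adjusted over the list alone), with a median of 0.70 (camera adjusted p = 0.00118; adjusted p = 0.498 with an estimated correlation). Against C, BIRC5 was lower with P/C by −1.81 (SE 0.31, adjusted p = 0.0439), GINS2 by −2.20 (SE 0.40, adjusted p = 0.0491) and 1 probe set of SUB1 by −2.58 (SE 0.45, adjusted p = 0.0439), and no other probe set was called (453 at an unadjusted p under 0.05). SUB1, a transcriptional coactivator, is named here after its values were seen, and its other 2 probe sets had −0.45 (adjusted p = 0.33) and −0.31 (adjusted p = 0.505). All 37 mitosis genes had negative differences from C, with a median of −0.72 (camera adjusted p = 1.33e-14; adjusted p = 0.21 with an estimated correlation). Against P, the count was 0 without the array labelled P/C 24 h replicate 1, P 24 h replicate 1 or P 24 h replicate 3, 2 without P 24 h replicate 2, 310 without P/C 24 h replicate 3, 47 with an intensity trend and 0 after quantile normalization or median centring, and 12 DNA replication genes were called without P/C 24 h replicate 3, 1 without P 24 h replicate 2 and none without any 1 of the other arrays. The adjusted p of the DNA replication list was 0.296 without the array labelled P/C 24 h replicate 1. Against C, the count was 0 without any 1 of the C arrays or P/C 24 h replicate 3, 193 without the array labelled P/C 24 h replicate 1 and 251 without the arrays labelled P/C 24 h replicate 1 and C 24 h replicate 1, a choice made after the data were seen.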

These genes have a role in cell growth and mitosis and they are essential for mitotic progression. Furthermore, most of them are considered cancer therapeutic targets.

Specifically, BIRC5, a member of the inhibitor of apoptosis (IAP) gene family, has been shown to inhibit apoptosis and enhance proliferation [29]. BIRC5 is up-regulated in almost all human tumors and its functional involvement, in apoptosis as well as in proliferation, leads to consider it as a new target for cancer treatment [30].

Furthermore, BUB1 and MAD2L1 are required for spindle checkpoint functions and for right metaphase chromosomal alignment [31]. BUB1 is important in recruiting other spindle checkpoints at the centromere and it is involved in tumor cell proliferation because its suppression determines apoptotic cell death. MAD2L1 in association with the cyclin B-ubiquitin ligase, is part of the anaphase-promoting complex, controlling the metaphase-anaphase transition. Depletion of these mitotic control proteins is associated to premature senescence and this phenotype is triggered by p21 [32].

Galectin-3-binding protein (LGALS3BP) – belongs to a protein family with high affinity for beta-galactoside and it is expressed in many tumor cells being associated to carcinogenesis. Interestingly, breast carcinoma cells overexpressing LGALS3BP, show apoptosis resistance in response to anticancer treatment [33].

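RACGAP1, a GTPase-activating protein of the central spindle, had a log2 signal of 7.43 ± 0.43 (SD, n = 2) after 24 h of P/C and 8.49 ± 0.05 (SD, n = 2) in untreated cells, and fell by 1.07 on the log2 scale (SE 0.25, adjusted p = 0.0212 from limma). With P it averaged 7.52 ± 0.03 (SD, n = 3), with a log2 fold change of −0.97 that passed the adjusted p (SE 0.23, adjusted p = 0.00599) but not the fold limit. DLGAP5, the array's symbol for DLG7, had 7.00 ± 0.52 (SD, n = 2) with P/C and 8.48 ± 0.01 (SD, n = 2) in untreated cells, with an SE of 0.27 and an adjusted p of 0.00925. The difference between P/C and P was −0.10 for RACGAP1 (adjusted p = 0.85) and −0.33 for DLGAP5 (adjusted p = 0.483), and neither passed the test. Without P/C 24 h replicate 3 the signs turned, to 0.21 and 0.04. The calls with P/C were lost without untreated 24 h replicate 2 (adjusted p = 0.166 for RACGAP1 and 0.117 for DLGAP5) and without P/C 24 h replicate 3 (adjusted p = 0.134 and 0.0661), and that of RACGAP1 without untreated 24 h replicate 1 (adjusted p = 0.0589). With array weights the adjusted p of RACGAP1 was 0.0708, and in a fit of only the arrays of the comparison it was 0.133 for RACGAP1 and 0.0756 for DLGAP5.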

We also found down-regulated two genes involved in citokinesis: RACGAP1 and DLG7. RACGAP1 is a Rho GTPase that forms the central spindlin complex, a complex essential for the assembly of a microtubule structure and for the subsequent formation of the contractile ring that, in turn, drives cytokinesis [34]. DLG7 is an essential component of the mitotic apparatus required for the assembly of the bipolar spindle that has oncogenic activity because it promotes cell survival. DLG7 is tightly regulated along the cell cycle - with increasing transcription levels from G_1_/S to G_2_/M - and its depletion determines chromosome congression delay [35]. It has been described as overexpressed in human hepatocarcinoma [36] and MM [23].

FOXM1 is instead a transcription factor required for mitosis progression whose loss determines spindle defects and centrosome amplification [37]. 

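FOXM1 had a log2 signal of 5.56 ± 0.62 (SD, n = 2) after 24 h of P/C and 6.77 ± 0.15 (SD, n = 2) in untreated cells, and fell by 1.21 on the log2 scale (SE 0.35, adjusted p = 0.04 from limma). CCNB1, which encodes cyclin B1, had 7.88 ± 0.71 (SD, n = 2) against 9.65 ± 0.06 (SD, n = 2), a log2 fold change of −1.76 (SE 0.31, adjusted p = 0.00906). CDKN3, a phosphatase of cyclin-dependent kinases, had 7.35 ± 0.22 (SD, n = 2) against 8.64 ± 0.12 (SD, n = 2), a log2 fold change of −1.28 (SE 0.37, adjusted p = 0.0402). With P the log2 fold changes of FOXM1 and CDKN3 were −0.67 (SE 0.32, adjusted p = 0.126) and −0.68 (SE 0.34, adjusted p = 0.142), and neither passed. The direct difference between P/C and P was −0.54 for FOXM1 (adjusted p = 0.36) and −0.60 for CDKN3 (adjusted p = 0.343), and neither passed. The calls with P/C were lost without untreated 24 h replicate 2 (adjusted p = 0.253 for FOXM1, 0.087 for CCNB1 and 0.246 for CDKN3) and without P/C 24 h replicate 3 (0.248, 0.0597 and 0.166). Those of FOXM1 and CDKN3 were also lost without untreated 24 h replicate 1 (0.0781 and 0.0846), and that of CDKN3 without the array labelled P/C 24 h replicate 1 (0.0519). In a fit without the filter the adjusted p was 0.0954 for FOXM1 and 0.102 for CDKN3, with array weights 0.102 and 0.0878, in a fit of only the arrays of the comparison 0.127 and 0.0855, with 0.0618 for CCNB1, and after median centring 0.0547 for FOXM1.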

According to previously reported data, we found FOXM1 down-regulation linked to reduced expression of two direct transcriptional targets: CCNB1 - a key regulator of the G_2_/M checkpoint of the cell cycle, and CDKN3 - a gene required for the G_1_/S progression, whose expression results down-regulated in absence of FOXM1 [38].

Particularly interesting are the results obtained on CDKN3. CDKN3 expression is completely modified upon p21 silencing, resulting in an up-regulation both at RNA and protein levels (Figure S1). It was recently shown that CDKN3 expression is inversely correlated to p21 induction and that CDKN3 down-regulation negatively affects cell growth [39].

## Discussion

Evasion from apoptosis is one of the fundamental hallmarks of cancer, and apoptosis resistance is one of the major mechanisms related to drug resistance in tumour cells. Recent studies have showed that combined therapies acting on cell cycle - through pro-apoptotic proteins or specific miRNA - enhance tumor sensitivity to drugs [40].

Here we report that piroxicam/cisplatin combined treatment exerts an apoptotic effect on MM cells. Genome-wide transcriptome analyses led us to identify p21 as the possible apoptosis mediator acting as downstream target of the piroxicam/cisplatin treatment.

p21 belongs to the CDK (cycline-dependent kinase) family inhibitors that act on kinase activity of the CDK-cyclin complexes. p21 acts as a regulator of cell cycle progression at G1, inhibiting the activity of cyclin-CDK2 or -CDK4 complexes required for G1/S transition [41].

As a proliferation inhibitor, p21 plays an important role in preventing tumor development. Ectopic overexpression of p21 leads to cell growth arrest in G1 and G2 and this arrest is accompanied by phenotypic markers of senescence in the cell [32]. p21 promotes apoptosis through repression of different genes involved in cell cycle progression. Microarray data and qPCR provided the basis for the hypothesis that p21 plays a key role in piroxicam functionality in the view of a sensitization of the cells to cisplatin treatment. However the presence of discrepancy between transcription and translation level of p21 in the combined treatment highlighted the need of further investigations to understand the role of p21.

Specifically the presence of differential expression at transcriptional level of p21 upon the P/C combined treatment prompted us to hypothesize a role of p21 in the effects induced by the combined treatment. 

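The CDKN1A transcript was compared directly between treatments at 24 h. It was 1.37 higher on the log2 scale with P/C than with P (SE 0.52), a difference that did not pass the test (adjusted p = 0.159 from limma). Against C the difference was 0.75 (SE 0.52, adjusted p = 0.521), and −0.06 without the array labelled C 24 h replicate 1. The departure of P/C from the sum of the effects of P and C was −0.45 (SE 0.74, adjusted p = 0.82), and the log2 fold change with P/C was larger at 24 h than at 8 h by 1.26 (SE 0.81, adjusted p = 0.601), so neither passed. No probe set departed from additivity (limma, 426 at an unadjusted p under 0.05), with 2 called without the array labelled C 24 h replicate 1 and 153 without P/C 24 h replicate 3. The p53 target genes as a list had a median difference of 0.63 between P/C and P (camera adjusted p = 0.012; adjusted p = 0.498 with an estimated correlation), with 3 higher when adjusted over the list alone, and the adjusted p was 0.0624 without P/C 24 h replicate 3. The paper starts from the up-regulation of CDKN1A among mostly down-regulated genes of its network after P/C. It reasons that the discrepancy between the transcript and the protein called for further work, and from the transcript it proposes a role of p21 in the effects of the combined treatment, which it then tested by silencing p21.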

Although silencing of p21 impairs the functionality of the P/C combined treatment, reinforcing the idea of an involvement of p21 in the mechanism of action of P/C treatment, p21 transcription changes are not translated at protein level. However, we have observed that p21 localization changes upon the combined treatment, resulting in a nuclear accumulation of p21.

Recent studies provide evidences on the functional role of p21 in function of its cellular localization. Specifically it has been shown that p21 in its nuclear localization is associated to anti-proliferative functions as instead p21 cytoplasmic localization is linked to cell cycle progression and to anti-apoptotic functions [27].

Therefore, the increase in nuclei localization of p21 observed here upon the P/C combined treatment (Figure 5B) well agree with the above mentioned published data and provide new incite on the mechanism of action of the P/C combined treatment.

Interestingly, we have also observed in MM patients a significant positive relationship between p21 transcription expression level and their overall survival [42]. Therefore, determination of p21 expression might bear a prognostic significance in patients affected with MM.

In conclusion, the results shown here in combination with our previous data [11], lead us to suggest that piroxicam/cisplatin treatment of MSTO-211H cell line determines *in vivo* a tumor regression and a survival increase which is dependent by p21.

## Materials and Methods

### Cell lines and reagents

The human mesothelioma cell lines MSTO-211H, NCI-H2452 (NCI), IST-Mes1 (Mes1) and IST-Mes2 (Mes2) were obtained from the American Type Culture Collection (Rockville, MD, USA). IST-Mes1 (Mes1) and IST-Mes2 (Mes2) were obtained from the ISTGE (Istituto Nazionale per la Ricerca sul Cancro – Genova). Piroxicam (Pfizer, New York, NY) was a 60-mmol/L injectable solution; cisplatin (Pharmacia-Italia, MI, Italy) was a 50 mmol/L injectable solution. Cells were cultured as monolayers in flasks using American Type Culture Collection complete growth medium in a humidified atmosphere containing 5% CO2 at 37°C. For drug treatments, cells were seeded in complete growth media 16 hours before the experiments, in order to allow attachment but not cell-doubling. Then, cells were treated with piroxicam (760 µM) and cisplatin (4.5 µg/mL) alone or in combination for 8, 24 and 48 hours. Where indicated, i.e. P24h, cells were pretreated with piroxicam for 24 hours before adding cisplatin. Controls samples were untreated.

### Cell cycle and cell viability analysis

Unsynchronized MSTO cells (10^6^) were treated with piroxicam and cisplatin alone or in combination, as described in the previous section. Cells were harvested and stained with either propidium iodide or trypan blue. Cells stained with propidium iodide (PI) were subjected to FACS analysis, after incubation for 4 hours at 4°C in hypotonic PI solution (50 µg/ml PI, 0.1% sodium citrate, 0.1% Triton X-100, and 20 µg/ml DNase-free RNase A) then analyzed on a FACScan flow cytometer (Becton Dickinson, San Jose, CA). Histograms of cell number versus logarithm integrated FL3 fluorescence were recorded for 20.000 nuclei at flow rates no greater than 50 to 100 events per second. Cells with subdiploid DNA content (sub-G_0_/G_1_ peak) were considered apoptotic cells. Cell viability was also analyzed using the trypan blue dye exclusion method. For apoptosis analysis, harvested cells were stained with Annexin V-FITC and propidium iodide according to the manufacturer's instruction (Miltenyi Biotec, Germany) and then subjected to the same analyzer. All the experiments were performed in triplicate. Data are expressed as the mean ±SD.

### GeneChip array sample preparation

Total RNA was extracted and purified using the RNeasy Midi kit (Qiagen, Valencia, CA). Biotinylated cRNA target preparation and target hybridization to HGU133A arrays, containing 22,000 probe sets for human transcripts, were performed according to Affymetrix (Santa Clara, CA) instructions. All the hybridization, washing, staining and scanning procedures were done using a Genechip Affymetrix station (FS 450, Scanner 3000) as recommended by manufacturer. The CEL file produced by microarray scanning were used for the subsequent statistical analysis.

### GeneChip array data analysis

Four prototypic situations were analyzed to generate background-normalized image data: untreated cell line, single piroxicam or cisplatin treated cell line, piroxicam plus cisplatin treated cell line. Array analyses were carried out in triplicates for each condition. Microarray quality control and statistical validation were performed using oneChannelGUI Bioconductor package (http://www.bioconductor.org/packages/2.1/bioc/html/oneChannelGUI.html) a graphical interface used to run the analysis described below [19].

The presence of hybridization/construction artifacts was evaluated with the fitPLM function. This application allowed us to eliminate from the subsequent analysis six CEL files showing an outlier raw intensity box plot.

After probe (PM) intensity distribution evaluation, probe set intensities were obtained with GCRMA [43]. The number of genes evaluated was reduced by applying an interquartile (IQR) filter (7625 probe sets with IQR≥0.25 were retained from 22283 starting probes) followed by an intensity filter (4247 probe sets with expression signal ≥100 in at least 25% of the arrays were retained) to remove the non significant probe sets (i.e. those not expressed and those not changing) [44]. To assess differential expression between single and combined treatments, we used linear model analysis. Differential gene expression was detected using an empirical Bayes method [20] together with a false discovery rate correction of the P-value [21]. Specifically we checked differential expression in the following comparisons: piroxicam vs. control 8 hours, cisplatin vs. control 8 hours, piroxicam plus cisplatin vs. control 8 hours, piroxicam vs. control 24 hours, cisplatin vs. control 24 hours, piroxicam plus cisplatin vs. control 24 hours. Differentially expressed genes were selected using a corrected p-value threshold of 0.05 and fold change threshold of |log_2_(fc)|≥1.

Ingenuity Pathway Analysis (IPA, http://www.Ingenuity.com) was used to functionally annotate genes according to biological processes and canonical pathways.

Microarrays data reported in the manuscript were described in accordance with MIAME guidelines. Microarray data were deposited on GEO database as GSE22445 series (http://www.ncbi.nlm.nih.gov/projects/geo/).

### Quantitative Real-Time PCR analysis

Total RNA (2 µg) from each sample was converted to cDNA using High- Capacity cDNA Reverse transcription kit (Applied Biosystem, Foster City, CA) under conditions described by the supplier. Gene specific primers for the selected genes (*BIRC5*: Forward 5′ GGATCACGAGAGAGGAACATAA, Reverse 5′ TCCGCAGTTTCCTCAAATTCTT; BUB1B: Forward 5′ TCAATTGGGTTCTAAGCTGGTCTA, Reverse 5′ TCGTACACCTGGGCAAAGG; *CCNB1*: Forward: 5′GATCGGTTCATGCAGAATAATTGT 3′, Reverse 5′ CATGGCAGTGACACCAACCA 3′; *CDKN1A*: Forward 5′ CATGACAGATTTCTACCACTCCAAA, Reverse 5′ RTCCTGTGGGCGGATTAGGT; *CDKN3*: Forward: 5′ GGCAATACAGACCATCAAGCAA 3′, Reverse 5′ TGATGATAGATGTGCAGCTAATTTGT 3′; *DLG7*: Forward 5′ CGGTCCTCAGAATACGAAAAGTG, Reverse 5′ TCTATGCTGCTCCTGCTTTCAG; *FOXM1*: Forward: 5′ TGCCCGAGCACTTGGAAT 3′, Reverse 5′ CGGCGGAGCTCTGGATT 3′; *LGALS3BP*: Forward 5′ CCTTCGGGCAAGGATCAGGCCCCATCATG 3′, Reverse 5′ ACTTGCAGTCGGCCAGTGA 3′; *MAD2L1*: Forward 5′ GGGAGCGCCGAAATCG 3′, Reverse: 5′ CACGCTGATATAAAATGCTGTTGA 3′; *RACGAP*: Forward, 5′ TCCTCATGATTCACTTGCAGAGA 3′, Reverse 5′ CCAGATTGGCAACATCCATTT 3′) were designed using Primer Express 2.0 software (Applied Biosystem). GAPDH was used as internal control. Quantitative PCRs were done on an ABI PRISM 7900HT Sequence Detection System (Applied Biosystems). The entire procedure for qRT-PCR analysis - primer design, reactions, amplicon specificity and determination of gene target expression levels - was performed as previously described [23].

Relative gene expressions were calculated by relative quantification approach [45], using control samples as calibrator. Target genes were accepted as differential expressed when was ΔΔC_t_ |>1| - corresponding to 2-fold change in transcript abundance. The standard deviation was calculated for samples within each group.

### p21 sequence analysis

Primers were designed on the basis of the Ensembl Genome database sequence for Human CDKN1A. A total of 2 pairs of primers covering the two coding exons, including intron/exon junctions, were used: p21up1 Forward: 5′ CTGAGGTGACACAGCAAAGC 3′, Reverse: 5′ CAGGACCAGACAGGTCAGC 3′; p21up2 Forward: 5′ CCCAGGGAAGGGTGTCCT 3′, Reverse: 5′ CGGGAGAGAGGAAAAGGAGA 3′.

Genomic DNA from MSTO-211H cells was isolated as described by Sambrook and Russel [46]. The PCR-amplified sequences were aligned using the EMBOSS Pairwise Alignment Algorithms (http://www.ebi.ac.uk/Tools/emboss/align/). Comparison was made using as reference the CDKN1A genomic sequence from the Ensembl database (www.ensembl.org).

### Transient siRNA

Transient siRNA transfections were performed with SignalSilence p21 Waf1/Cip1 siRNA Kit (Cell Signaling Technology, Danvers, MA), according to the manufacturer's instructions with 50 nM p21 siRNA or control siRNA and Interferin (Polyplus-transfection, New York, NY) as transfection reagent. For each sample 100,000 cells/ml were plated in complete medium containing 10% FCS a day before transfection. 24 hours after transfection drug treatments were done for additional 24 hours.

### Protein extraction and Western blot analysis

Proteins gel electrophoresis, transfer and visualization were performed using standard techniques. Briefly, MSTO cells were lysed at 4°C for 1 hour in RIPA lysis buffer (150 mM NaCl, 1%NP-40, 50 mM Tris pH 8.0, 0.5% Na-deoxycholate, 0.1% SDS) supplemented with a protease inhibitor cocktail (Sigma-Aldrich, St. Louis, MO), followed by centrifugation at 14,000 g for 15′ at 4°C to separate cell debris from protein. Cytoplasmic and nuclear extracts were prepared using a nuclear extract kit (Active Motif, Carlsbad, CA) following the manufacturer's instructions.

Proteins (60 µg) were resolved on 10% SDS-PAGE gels, transferred to nitrocellulose membrane and incubated overnight at 4°C with p21, p53, CDKN3 or actin (Santa Cruz Biotechnology, Santa Cruz, CA) monoclonal antibodies. Cross contamination of nuclear and cytoplasmic fractions was excluded using RCC1 (Santa Cruz) or alpha tubulin (Abcam, Cambridge, UK) antibodies respectively. Actin was used to normalize the sample loading. Proteins were visualized with peroxidase-conjugated protein A (200 ng/ml), and ECL Plus detection reagents (Amersham, GE Healthcare Bio-Sciences Corp., Piscataway, NJ).

Electrophoretic band quantification was performed using ImageJ software (http://rsbweb.nih.gov/ij/). Statistical analysis was performed using GraphPad Prism 5.0® statistical software (GraphPad Software Inc., La Jolla, CA). Paired t test was used for comparison of two paired groups. Multiple comparisons were performed by the repeated measures ANOVA test with the Bonferroni correction for multiple.

## Supporting Information

Figure S1 **CDKN3 expression is associated to p21.** mRNA and protein levels were measured after p21 silencing. A, Real-Time PCR analysis of CDKN3 in MSTO-211H cells shows an increased expression in absence of p21. B, Western blot analysis and relative expression level of CDKN3 protein levels after p21 siRNA transient experiments. Cells transfected with control (-) or p21 siRNA were harvested at 24 hours after transfection. Total proteins were incubated with CDKN3 antibody or p21 antibody. Actin was used as loading control. Histograms of relative expression level refer to CDKN3 normalized expression and derived by the analysis of three independent experiments. Statistical analysis was done as indicated in Material and Methods.
(TIF) Click here for additional data file.

Table S1 **Differentially expressed probe sets after 24 hours with piroxicam or piroxicam/cisplatin treatment.**
(XLS) Click here for additional data file.

## References

[1] Robinson BW, Musk AW, Lake RA (2005). Malignant mesothelioma.. Lancet.

[2] Treasure T (2004). The learning curve.. Bmj.

[3] Crispi S, Cardillo I, Spugnini EP, Citro G, Menegozzo S (2010). Biological agents involved in malignant mesothelioma: relevance as biomarkers or therapeutic targets.. Curr Cancer Drug Targets.

[4] Pistolesi M, Rusthoven J (2004). Malignant pleural mesothelioma: update, current management, and newer therapeutic strategies.. Chest.

[5] Caraglia M, Marra M, Viscomi C, D'Alessandro AM, Budillon A (2007). The farnesyltransferase inhibitor R115777 (ZARNESTRA) enhances the pro-apoptotic activity of interferon-alpha through the inhibition of multiple survival pathways.. Int J Cancer.

[6] Fischgrabe J, Wulfing P (2008). Targeted therapies in breast cancer: established drugs and recent developments.. Curr Clin Pharmacol.

[7] Ishitsuka K, Hideshima T, Neri P, Vallet S, Shiraishi N (2008). p38 mitogen-activated protein kinase inhibitor LY2228820 enhances bortezomib-induced cytotoxicity and inhibits osteoclastogenesis in multiple myeloma; therapeutic implications.. Br J Haematol.

[8] Gordon GJ, Mani M, Maulik G, Mukhopadhyay L, Yeap BY (2008). Preclinical studies of the proteasome inhibitor bortezomib in malignant pleural mesothelioma.. Cancer Chemother Pharmacol.

[9] Vogelzang NJ, Rusthoven JJ, Symanowski J, Denham C, Kaukel E (2003). Phase III study of pemetrexed in combination with cisplatin versus cisplatin alone in patients with malignant pleural mesothelioma.. J Clin Oncol.

[10] Favaretto AG, Aversa SM, Paccagnella A, Manzini Vde P, Palmisano V (2003). Gemcitabine combined with carboplatin in patients with malignant pleural mesothelioma: a multicentric phase II study.. Cancer.

[11] Spugnini EP, Cardillo I, Verdina A, Crispi S, Saviozzi S (2006). Piroxicam and cisplatin in a mouse model of peritoneal mesothelioma.. Clin Cancer Res.

[12] Dubois RN, Abramson SB, Crofford L, Gupta RA, Simon LS (1998). Cyclooxygenase in biology and disease.. Faseb J.

[13] Leaper DJ, French B, Bennett A (1980). Reduction by flurbiprofen of primary tumor growth and local metastasis formation in mice.. Adv Prostaglandin Thromboxane Res.

[14] Altorki NK, Keresztes RS, Port JL, Libby DM, Korst RJ (2003). Celecoxib, a selective cyclo-oxygenase-2 inhibitor, enhances the response to preoperative paclitaxel and carboplatin in early-stage non-small-cell lung cancer.. J Clin Oncol.

[15] Pruthi RS, Derksen JE, Moore D (2004). A pilot study of use of the cyclooxygenase-2 inhibitor celecoxib in recurrent prostate cancer after definitive radiation therapy or radical prostatectomy.. BJU Int.

[16] Marrogi A, Pass HI, Khan M, Metheny-Barlow LJ, Harris CC (2000). Human mesothelioma samples overexpress both cyclooxygenase-2 (COX-2) and inducible nitric oxide synthase (NOS2): in vitro antiproliferative effects of a COX-2 inhibitor.. Cancer Res.

[17] Catalano A, Graciotti L, Rinaldi L, Raffaelli G, Rodilossi S (2004). Preclinical evaluation of the nonsteroidal anti-inflammatory agent celecoxib on malignant mesothelioma chemoprevention.. Int J Cancer.

[18] Spugnini EP, Crispi S, Scarabello A, Caruso G, Citro G (2008). Piroxicam and intracavitary platinum-based chemotherapy for the treatment of advanced mesothelioma in pets: preliminary observations.. J Exp Clin Cancer Res.

[19] Sanges R, Cordero F, Calogero RA (2007). oneChannelGUI: a graphical interface to Bioconductor tools, designed for life scientists who are not familiar with R language.. Bioinformatics.

[20] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments.. Stat Appl Genet Mol Biol.

[21] Wettenhall JM, Simpson KM, Satterley K, Smyth GK (2006). affylmGUI: a graphical user interface for linear modeling of single channel microarray data.. Bioinformatics.

[22] Baldi A, De Luca A, Morini M, Battista T, Felsani A (2002). The HtrA1 serine protease is down-regulated during human melanoma progression and represses growth of metastatic melanoma cells.. Oncogene.

[23] Crispi S, Calogero RA, Santini M, Mellone P, Vincenzi B (2009). Global gene expression profiling of human pleural mesotheliomas: identification of matrix metalloproteinase 14 (MMP-14) as potential tumour target.. PLoS One.

[24] el-Deiry WS, Tokino T, Waldman T, Oliner JD, Velculescu VE (1995). Topological control of p21WAF1/CIP1 expression in normal and neoplastic tissues.. Cancer Res.

[25] Sedletska Y, Giraud-Panis MJ, Malinge JM (2005). Cisplatin is a DNA-damaging antitumour compound triggering multifactorial biochemical responses in cancer cells: importance of apoptotic pathways.. Curr Med Chem Anticancer Agents.

[26] Verdina A, Cardillo I, Nebbioso A, Galati R, Menegozzo S (2008). Molecular analysis of the effects of Piroxicam and Cisplatin on mesothelioma cells growth and viability.. J Transl Med.

[27] Abbas T, Dutta A (2009). p21 in cancer: intricate networks and multiple activities.. Nat Rev Cancer.

[28] Ginsberg D (2002). E2F1 pathways to apoptosis.. FEBS Lett.

[29] Ambrosini G, Adida C, Altieri DC (1997). A novel anti-apoptosis gene, survivin, expressed in cancer and lymphoma.. Nat Med.

[30] Altieri DC (2008). Survivin, cancer networks and pathway-directed drug discovery.. Nat Rev Cancer.

[31] Kops GJ, Foltz DR, Cleveland DW (2004). Lethality to human cancer cells through massive chromosome loss by inhibition of the mitotic checkpoint.. Proc Natl Acad Sci U S A.

[32] Chang BD, Broude EV, Fang J, Kalinichenko TV, Abdryashitov R (2000). p21Waf1/Cip1/Sdi1-induced growth arrest is associated with depletion of mitosis-control proteins and leads to abnormal mitosis and endoreduplication in recovering cells.. Oncogene.

[33] Liu FT, Rabinovich GA (2005). Galectins as modulators of tumour progression.. Nat Rev Cancer.

[34] Hirose K, Kawashima T, Iwamoto I, Nosaka T, Kitamura T (2001). MgcRacGAP is involved in cytokinesis through associating with mitotic spindle and midbody.. J Biol Chem.

[35] Sillje HH, Nagel S, Korner R, Nigg EA (2006). HURP is a Ran-importin beta-regulated protein that stabilizes kinetochore microtubules in the vicinity of chromosomes.. Curr Biol.

[36] Tsou AP, Yang CW, Huang CY, Yu RC, Lee YC (2003). Identification of a novel cell cycle regulated gene, HURP, overexpressed in human hepatocellular carcinoma.. Oncogene.

[37] Laoukili J, Stahl M, Medema RH (2007). FoxM1: at the crossroads of ageing and cancer.. Biochim Biophys Acta.

[38] Costa RH (2005). FoxM1 dances with mitosis.. Nat Cell Biol.

[39] Okamoto K, Kitabayashi I, Taya Y (2006). KAP1 dictates p53 response induced by chemotherapeutic agents via Mdm2 interaction.. Biochem Biophys Res Commun.

[40] Oltersdorf T, Elmore SW, Shoemaker AR, Armstrong RC, Augeri DJ (2005). An inhibitor of Bcl-2 family proteins induces regression of solid tumours.. Nature.

[41] Gartel AL, Tyner AL (2002). The role of the cyclin-dependent kinase inhibitor p21 in apoptosis.. Mol Cancer Ther.

[42] Baldi A, Santini D, Vasaturo F, Santini M, Vicidomini G (2004). Prognostic significance of cyclooxygenase-2 (COX-2) and expression of cell cycle inhibitors p21 and p27 in human pleural malignant mesothelioma.. Thorax.

[43] Wu Z, Irizarry RA.  Stochastic models inspired by hybridization theory for short oligonucleotide arrays,.

[44] von Heydebreck A, Huber W, Gentleman RC (2004). Differential expression of the Bioconductor Project..

[45] Pfaffl MW (2001). A new mathematical model for relative quantification in real-time RT-PCR.. Nucleic Acids Res.

[46] Sambrook J, Russell D (2001).

[47] Roe OD, Anderssen E, Sandeck H, Christensen T, Larsson E (2010). Malignant pleural mesothelioma: genome-wide expression patterns reflecting general resistance mechanisms and a proposal of novel targets.. Lung Cancer.

[48] Zaffaroni N, Costa A, Pennati M, De Marco C, Affini E (2007). Survivin is highly expressed and promotes cell survival in malignant peritoneal mesothelioma.. Cell Oncol.

[49] Kim KW, Mutter RW, Willey CD, Subhawong TK, Shinohara ET (2007). Inhibition of survivin and aurora B kinase sensitizes mesothelioma cells by enhancing mitotic arrests.. Int J Radiat Oncol Biol Phys.

[50] Romagnoli S, Fasoli E, Vaira V, Falleni M, Pellegrini C (2009). Identification of potential therapeutic targets in malignant mesothelioma using cell-cycle gene expression analysis.. Am J Pathol.

[51] Stoppoloni D, Canino C, Cardillo I, Verdina A, Baldi A Synergistic effect of gefitinib and rofecoxib in mesothelioma cells.. Mol Cancer.

How the deposited data were processed for this re-analysis (not part of the article)

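RNA of MSTO-211H cells was measured on 18 HGU133A arrays of 22283 probe sets, from untreated cells and from cells treated with piroxicam (P), cisplatin (C) or both drugs (P/C) for 8 h or 24 h. The groups, times and replicate numbers were taken from the submitters' labels and the paper, and all 18 arrays could be assigned. The paper describes the replicates as biological, and no source used here says what a replicate number shares. At 8 h the arrays with the same number deviated together from their group means, with correlations of 0.20 to 0.66 in the 6 pairs of groups, all over the limit of 0.1, so the numbers pair the 8 h arrays. With 2 arrays per group, both array pairs of 2 groups have the same correlation. At 24 h no pairing was seen over all groups. The pairs of untreated with P arrays had correlations of 0.39 and 0.29. Pairs of C with untreated or P arrays had −0.10 to 0.38, and pairs with a P/C array −0.22 to 0.003. Whether arrays that stood apart from their group hide a pairing at 24 h was not tested. The times were looked at apart only after the fits were seen, and a replicate block for the 8 h arrays alone was then added.

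The authors checked the arrays with probe-level models, removed arrays with outlying raw intensities, and made the deposited values with GCRMA, which corrects for background, normalizes between arrays and gives log2 signals. The version of GCRMA is not given in the sources used here. The raw intensities were not used here. As the deposited values hold no counts, the number of arrays limits the precision. On each array 14.85% to 16.7% of the probe sets had a signal of at least 100. Tests were two-sided and made on the deposited log2 values as they stand.

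The filter stated in the paper's methods was applied, with an IQR of at least 0.25 over all arrays and a signal of at least 100 (log2 6.64) in at least 25% of the arrays. The 68 Affymetrix control probe sets were left out, which left 3057 probe sets. limma 3.58.1 in R 4.3.3 was fitted with 1 mean for each of the 8 groups, without covariates, so that all groups share 1 estimate of the spread (10 residual and 5.76 prior degrees of freedom). For each of 12 comparisons the p values were adjusted by the Benjamini-Hochberg method, and a probe set was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The comparisons were the 6 of treated with untreated cells, P/C with each single drug at 24 h, the departure of P/C from the sum of the single effects, the difference between the effects at 24 h and 8 h for P and for P/C, and untreated cells at 24 h with those at 8 h. A gene of the paper's tables that did not pass the filter was taken from a fit of all probe sets except the controls.

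Probe sets were named from the platform annotation, in which 19071 have 1 gene symbol, 1043 have several and 2169 have none. No gene was named from a probe set with several symbols, and no symbol changed when it was updated through its Entrez ID. Of the tested probe sets 2750 have 1 symbol. A gene with several probe sets was represented by the one that the paper's Table S1 lists, and otherwise by the one with the highest mean over the 18 arrays. Table S1 lists probe sets that the study called changed on these samples. For such genes the list counts and camera tests are therefore not independent of that choice. With the probe set of the highest mean, 18 of 29 values of named genes lost their call. The rule for naming covered every gene that the paper names as measured on the arrays. It also covered the 10 largest rises and the 10 largest falls of each main comparison. These were taken among the called probe sets in which every treated array lay on the same side of every control array. It further covered up to 4 called members of each gene list with the largest changes. Not all genes covered by the rule are named in the text. The values in the paper's tables had been read when this rule was written. Of the paper's genes, values are given in the text only for the comparisons that the passages discuss, a choice made after the values were seen. The transcript of p53 itself is not analysed here. For 30 gene lists, camera was run over 2203 genes with 1 probe set each, at a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over the lists of a comparison, and a list with under 3 tested genes was not run. Lists taken from the paper's tables were chosen by the study on these samples. The mitosis list shares genes with the paper's Table 2, so in every comparison its results are not fully independent of that choice.

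The fit was tested on simulated data with 3057 probe sets, of which 200 were changed, in 20 simulations. With P at 24 h it recovered 87.2% of the changes of 1.5 on the log2 scale, 95.9% of those of 2 and 99.3% of those of 3, with a mean of 4.75 false calls. With C at 24 h it recovered 87.3%, 96.6% and 99.3%, with 3.9 false calls, and with P/C at 24 h 81.6%, 93.7% and 99.1%, with 5.85 false calls. No rates are given for a group in which 1 array lacks the response. The arrays labelled C 24 h replicate 1 and P/C 24 h replicate 1 stood apart from their groups, so these rates may not hold there. They do not give the power behind the absence of calls with C. The alternatives were no filter, the signal filter alone, a signal of at least 200, quantile normalization, centring each array on its median, an intensity trend with a robust prior, array weights, a replicate block, only the arrays of the comparison, no limit on the fold change, an adjustment over 6 comparisons together, the probe set with the highest mean for a gene, and each array left out in turn. A fit without 2 arrays whose values stood apart from their group, and the block for the 8 h arrays, were added after the data were seen. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.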

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

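The tests of this part were planned, but the rule for which lists to give was changed after a first rule had selected none. A difference between the effects at 24 h and at 8 h was found for 6 probe sets with P, all lower at 24 h, and for 2 with P/C. With P they include NSL1, with a difference of −2.06 (adjusted p = 0.0478 from limma), and with P/C RBBP6, with 2.36. DDIT4 was called with both, but its untreated signal was near background at 8 h (log2 2.57) and 7.52 at 24 h, so its differences follow the untreated cells and their size is not measured. The called probe set of SUB1 with P, at −3.55 (adjusted p = 0.0478), is 1 of 3, and the others had −0.49 and −0.70 and did not pass. With a replicate block over both times the count with P was 1, DDIT4, and the adjusted p of NSL1 was 0.0666, and with a block for the 8 h arrays alone, chosen after the data were seen, the count was 5 and NSL1 had 0.0497. RBBP6 was called with both blocks. The count of 6 fell to 4 without P 24 h replicate 1, to 1 without untreated 24 h replicate 2 and to 0 without any 1 of the other arrays of the test. The count of 2 was 0 without untreated 8 h replicate 1, 1 without untreated 24 h replicate 2 or P/C 8 h replicate 1, 13 without the array labelled P/C 24 h replicate 1 and 4 without P/C 24 h replicate 3.
Gene groups that the paper does not discuss as groups, though it discusses the inhibitor of apoptosis BIRC5, moved relative to the other tested genes (camera at the preset correlation). None of these calls holds with an estimated correlation, and the first rule, which asked for both, selected no list. Genes of the ATF4 amino acid response had positive log2 fold changes in 17 of 17 members at 8 h, with an adjusted p of 2.1e-14 with P (adjusted p = 0.217 with an estimated correlation, which is the p in parentheses from here on) and 3.42e-14 with P/C (0.226). At 24 h their adjusted p was 3.01e-10 with P (0.249) and 2.18e-06 with P/C (0.205). Aminoacyl-tRNA synthetases were higher as a list, with an adjusted p of 0.00206 with P (0.308) and 0.0067 with P/C (0.388) at 8 h, and 0.000352 with P (0.249) and 0.00113 with P/C (0.205) at 24 h. SR proteins and splicing factors were lower, with 0.00984 with P (0.563) and 0.00933 with P/C (0.491) at 8 h, and 0.000684 with P (0.25) and 0.0145 with P/C (0.417) at 24 h. The anti-apoptotic genes were lower with P at 8 h, with 0.0312 (0.308). Calls were lost for the synthetases and the splicing factors with P/C at 8 h without P/C 8 h replicate 1 (adjusted p = 0.119 for both), for the splicing factors with P/C at 24 h without P/C 24 h replicate 3 (adjusted p = 0.497), and for the anti-apoptotic genes without untreated 8 h replicate 1 (adjusted p = 0.176) or P 8 h replicate 1 (adjusted p = 0.131).
At 24 h of P further lists were called, each given with its adjusted p at the preset and then at an estimated correlation. Heat shock genes (0.0124; 0.25) and genes of cholesterol synthesis and uptake (0.0156; 0.25) were lower, as was the proteasome (0.0242; 0.265). For the proteasome genes PSMD12 and PSMC2, called by themselves with P, the probe sets used were those listed in the paper's Table S1. At their probe sets with the highest mean both fell short of the fold limit. Metallothioneins (0.0133; 0.25), NRF2 oxidative stress genes (0.0242; 0.31), NF-kB and inflammatory cytokine genes (0.0301; 0.249) and interferon response genes (0.00127; 0.25) were higher. With P/C at 24 h interferon response genes (0.00069; 0.205) and immediate early genes (0.0319; 0.205) were higher and the proteasome (0.0319; 0.31) was lower. No interferon response gene was called by itself in either treatment (limma). Calls were lost for the metallothioneins without untreated 24 h replicate 1 (adjusted p = 0.113), for the NRF2 list without untreated 24 h replicate 2 (0.0975) or P 24 h replicate 1 (0.0537), and for the proteasome with P without P 24 h replicate 1 (0.0511). With P/C they were lost for the immediate early genes without the array labelled P/C 24 h replicate 1 (0.183), and for the proteasome without untreated 24 h replicate 2 (0.0541) or P/C 24 h replicate 3 (0.163). Without the filter the adjusted p with P was 0.385 for the NRF2 list, 0.233 for the NF-kB list and 0.186 for the interferon response, and with P/C it was 0.0598 for the immediate early genes.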

How the results depend on the processing

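Numbers below are counts of called probe sets unless said otherwise, and the cause of a change was not tested where none is named. The fit without both arrays in doubt (labelled C 24 h replicate 1 and P/C 24 h replicate 1) was chosen after seeing the data, as were the scalings and left-out arrays tried for the filter, under which the counts of kept probe sets stayed within 1.5 times. No group has 4 arrays and no comparison has 3 arrays on both sides, so no test of single samples within a group and no test of other splits was made. The result for the transcript of p53 is not analysed here. A left-out array that leaves 1 array in a group assumes that this array varies like those of the other groups. A probe set with a signal near the array medians of 2.72 to 2.83 lies near background and cannot show a fall, and probe sets that did not pass the filter are tested only in the fits with a wider filter or none.
At 8 h, P had 15 calls, 8 with the signal filter alone, 7 at a signal of at least 200, 9 with an intensity trend and robust prior, 30 with array weights, 33 when adjusted over 6 comparisons together, and 1 to 2 with 1 array left out. C had 0 and, adjusted together, 1. P/C had 19, 11 with array weights, 40 adjusted together, and 2 to 18 with 1 array left out.
At 24 h, P had 445 calls, 783 without the filter, 282 at a signal of at least 200 (fewer probe sets tested), 867 without the fold limit, and 250 to 467 with 1 array left out. C had 0, against 1 without the filter, 1 with the signal filter alone, 1 at a signal of at least 200, 2 after quantile normalization, 134 with array weights, 152 without both arrays in doubt, 24 adjusted together, and 0 to 123 with 1 array left out. P/C had 210, 62 with array weights, 31 with only the arrays of the comparison, 404 without both arrays in doubt, and 6 to 346 with 1 array left out. P or P/C together had 518, 897 without the filter, 338 at a signal of at least 200, 600 without both arrays in doubt, and 250 to 555 with 1 array left out.
P/C against P had 5, 0 each without the filter, after quantile normalization, after median centring, with array weights and with only the arrays of the comparison, 25 at a signal of at least 200, 47 with an intensity trend, and 0 to 310 with 1 array left out. P/C against C had 3, 0 each without the filter, with the signal filter alone, with array weights and with only the arrays of the comparison, 7 after quantile normalization, 5 after median centring, 251 without both arrays in doubt, and 0 to 193 with 1 array left out. The departure from additivity had 0, 1 with array weights, 3 without both arrays in doubt, and 0 to 153 with 1 array left out.
The difference between 24 h and 8 h had 2 with P/C, 0 without the filter, 1 at a signal of at least 200, 1 with an intensity trend, 1 with array weights, 0 with only the arrays of the comparison, 24 without both arrays in doubt, and 0 to 13 with 1 array left out. With P it had 6, 0 without the filter or with the signal filter alone, 1 each after quantile normalization, after median centring and with an intensity trend, 44 with array weights, 49 with only the arrays of the comparison, and 0 to 4 with 1 array left out. Untreated cells at 24 h against 8 h had 3, 1 at a signal of at least 200, and 1 to 4 with 1 array left out.
Over all groups the replicate numbers did not pair the arrays at 24 h. Of 12 pairs of arrays with the same number, 5 had a correlation of their deviations over 0.1, within a range of −0.22 to 0.39. The pairs of untreated with P arrays had 0.39 and 0.29, so a pairing of some groups stays open. With a replicate block over both times the counts were 4 for C at 24 h, 8 for P/C against P, 0 for P/C against C, 1 for the time difference with P and 10 for untreated cells, and the other counts stayed within 1.5 times. At 8 h, where the numbers pair the arrays, this block gave 17 calls with P, 0 with C and 24 with P/C, and ZNF207 with P was at −1.34 with an adjusted p of 0.0581. A replicate block for the 8 h arrays alone, chosen after the data were seen, gave 18, 0 and 22, and 6 for untreated cells at 24 h against 8 h. GDF15 with P/C at 8 h was then at 2.90 with an adjusted p of 0.0502, and the time difference with P had 5. The blocks changed no other call of a named gene or list at 8 h.
Of the Table 2 genes, 19 were lower with P/C, 11 at a signal of at least 200, 10 with array weights, 5 with only the arrays of the comparison, and 1 to 21 with 1 array left out, and 0 had opposite signs with P and P/C, 1 without the filter. CDKN1A with P/C was at 2.57, also without the filter, where the adjusted p was 0.0523, and at 2.30 to 2.84 with 1 array left out. Against C it was −0.33 without both arrays in doubt and −0.058 to 1.34 with 1 array left out. Signs turned for HSPA9 in its probe set of the highest mean (0.24 with P, 0.46 with P/C) and for LAMC1 (−0.092 with P/C). DDB2 with P was 0.052 after quantile normalization, 0.096 after median centring and −0.26 to 0.036 with 1 array left out. HTRA1, which lies near background, with P/C was 0.016 after median centring, 0.067 with the replicate block, 0.039 without both arrays in doubt and −0.12 to 0.039 with 1 array left out. For P/C against P, leaving out 1 array gave −1.20 to 0.28 for BIRC5, −0.40 to 0.21 for RACGAP1, −0.70 to 0.038 for DLGAP5 and −0.94 to 0.31 for BUB1B.
With an estimated correlation the adjusted p with P at 24 h was 0.278 for the p53 targets, 0.25 for mitosis and 0.249 for DNA replication, and 0.205 for each with P/C. The adjusted p of DNA replication with P/C was 5.62e-10 to 0.0683 with 1 array left out, that of the p53 targets for P/C against C was 0.554 without both arrays in doubt and 6.92e-05 to 0.846 with 1 array left out, and that of mitosis for P/C against P was 1.43e-20 to 0.0834.
Over 217 values of named genes, 168 of them called, 44 calls were lost and 5 gained with array weights, 61 and 2 with only the arrays of the comparison, 24 and 1 with the replicate block, 17 and 2 after quantile normalization, 18 and 3 after median centring, and 5 and 2 with an intensity trend. Of 201 values 55 calls were lost without the filter and 14 with the signal filter alone. Of 119 values 1 was gained at a signal of at least 200. Of 29 values 18 were lost, 1 gained and 3 turned with the probe set of the highest mean. Of 170 values 92 were lost without untreated 24 h replicate 2 and 28 without replicate 1, and of 91 values 49 were lost without P/C 24 h replicate 3 and 10 without replicate 1. A further 182 values of the paper's genes in comparisons that the text does not discuss are not given singly, a choice made after they were seen. None of them passed the test, 27 passed under at least 1 alternative, and 72 changed sign under at least 1, the largest of these at a size of 1.32.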

Differences from the paper's values

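Log2 fold changes of P/C at 24 h in the paper's Table 2 were set beside the values here, and a difference is listed where the signs differ or the values lie further apart than the SD of the arrays. Of 32 genes compared, 15 differed and 9 of these had the opposite sign. The paper's value for CDKN1A is 3.32 and the value here is 2.57. For genes lower in both, the paper's value and the value here are −2.04 and −1.16 for BCCIP, −1.36 and −2.36 for BUB1, −1.2 and −0.73 for CDC2 (CDK1 on the array), −2.73 and −2.13 for KIF14 and −2.09 and −1.20 for TTK. The paper's value is positive and the value here negative for BUB1B (paper 2.48, here −1.18), FEN1 (paper 1.89, here −1.82), KIF20A (paper 1.08, here −1.77), KIF4A (paper 1.02, here −1.71), MCM4 (paper 1.17, here −0.69) and NCAPD3 (paper 1.2, here −1.28). The paper's value is negative and the value here positive for DDB2 (paper −1.5, here 1.80), LGALS3BP (paper −1.72, here 1.37) and PHGDH (paper −1.76, here 1.41). With the sign of the value here turned, 7 of these 9 would lie within the SD, all but BUB1B and KIF20A. In the paper's Table 3, BUB1B with P/C has the paper's value −1.36, which differs from −1.18 by less than the SD. Of the alternatives set before the data were examined, 10 to 13 of which give a value for a gene, the replicate block and the fit without P/C 24 h replicate 1 brought KIF14 (−2.42 and −2.41) and TTK (−1.40 and −1.77) within the SD of the paper's values, and so did the fit without both arrays in doubt (−2.41 and −1.77), which was chosen after seeing the values and ended no call among the Table 2 genes. No other alternative did so for these 2 genes, and none did for the other 13.
For P at 24 h, the paper's Table 3 gives positive values where the values here are negative. They are the paper's 1.5 and −1.51 here (1.51 with the sign turned) for BIRC5, the paper's 1.27 and −1.16 here (1.16 with the sign turned) for DLG7 (DLGAP5 on the array), the paper's 1.53 and −1.53 here (1.53 with the sign turned) for MAD2L1, and the paper's 1.01 and −0.97 here (0.97 with the sign turned) for RACGAP (RACGAP1). With the sign turned, all 4 lie within the SD of the paper's values. With the sign as it stands, none of the 14 alternatives tried for each of these 4 genes brought the value within the SD of the paper's.
The paper states that most genes of the network go in the other direction after P alone than after P/C, and that the genes related to p21 do so too. Here 0 of the 26 network genes that passed the filter and 0 of the 10 genes of Figure 4 had opposite signs. Both comparisons use the same untreated arrays, which favours equal signs. In simulations of unchanged groups a mean of 8.14 of the 26 had opposite signs. Without a spread, this mean does not show how rare full agreement would be among genes that move together. The 14 network genes called in both treatments moved in the same direction. No simulation was made for the 10, so their agreement alone does not decide the statement. BIRC5 and DLGAP5 were called lower in both treatments, which argues against opposite directions for these 2 genes. None of the 10 was called in opposite directions. In the paper's Table S1 the paper's values have opposite signs for 8 of the 24 network genes that it lists with both. The other 16 have the same sign, and with the signs for P turned these 16 would be the opposite ones. The signs of single genes in Table S1 are in doubt, as set out below, so these counts do not decide the statement. Without the filter 1 gene of Table 2 had opposite signs, DDB2, at −0.11 with P and 1.80 with P/C. The paper also states that the genes related to p21 were all lower after P/C. Apart from CDKN1A itself, 7 of the 9 fell, MAD2L1 was at −0.61 and did not pass, and LGALS3BP was at 1.37 and did not pass.
Some Table 2 genes that did not pass with P/C here passed under an alternative. TTK passed after quantile normalization, after median centring, with the replicate block, with an intensity trend and without P/C 24 h replicate 1. CDK2, and FEN1, MCM4 and NCAPD3 with a sign opposite to the paper's, passed without P/C 24 h replicate 1, and FEN1 also with its probe set of the highest mean. LGALS3BP, with a sign opposite to the paper's, passed at a signal of at least 200, after quantile normalization, after median centring and with an intensity trend. Its untreated 24 h arrays averaged 7.96 ± 1.03 (SD, n = 2), so the size of its rise depends on single control arrays. The rise was larger without untreated 24 h replicate 1, and it is smaller against replicate 1 alone. DDB2, with a sign opposite to the paper's, passed without both arrays in doubt, and so did TTK, CDK2, FEN1, MCM4 and NCAPD3, a choice made after seeing the values. With P, RACGAP1 passed without untreated 24 h replicate 2 (−1.01, adjusted p = 0.0476).
The paper's counts of probe sets after its filters are 7625 after the IQR filter and 4247 after both, and the counts here at the stated limits are 10388 and 3089, within 1.5 times. The signal filter alone kept 3930 here, fewer than the paper's count after both, so the filters as stated do not give the paper's counts from the deposited values.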

Other observations

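The tests of explanations for 2 arrays and for Table S1 below were chosen only after the results were seen. After 24 h of P, 10 of 17 genes of the ATF4 amino acid response rose and none fell (11 when adjusted over the list alone), with a median log2 fold change of 1.19 (camera adjusted p = 3.01e-10; adjusted p = 0.249 with an estimated correlation). Of these, TRIB3, a pseudokinase induced by stress, rose by 2.30 (SE 0.49, adjusted p = 0.00361 from limma) and ASNS, asparagine synthetase, by 1.77 (SE 0.38, adjusted p = 0.00366). With P/C 4 of the 17 rose and none fell (6 when adjusted over the list alone). SLC6A15, a neutral amino acid transporter that is not on this list, rose by 1.84 with P (SE 0.32, adjusted p = 0.00122) and by 2.11 with P/C (SE 0.35, adjusted p = 0.00683). Of 9 aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 3 rose with P and none fell, namely AARS1 (1.45), WARS1 (1.25) and SARS1 (1.24). AARS1 and SARS1 also rose with P/C, by 1.18 and 1.10. With P, 1 of the 17 ATF4 genes and none of the synthetases rose without untreated 24 h replicate 2. With P/C, none of the 17 rose without that array, 1 without P/C 24 h replicate 3, 7 without untreated 24 h replicate 1 and 9 without the array labelled P/C 24 h replicate 1. Without untreated 24 h replicate 2 the adjusted p with P was 0.0681 for TRIB3, 0.0725 for ASNS, 0.0568 for AARS1 and 0.141 for WARS1, and SARS1 was at 0.90, under the fold limit, while with P/C it was 0.322 for AARS1 and 0.231 for SARS1. Without P/C 24 h replicate 3 the adjusted p with P/C was 0.158 for AARS1 and 0.0931 for SARS1.
Of 24 SR proteins and splicing factors 10 fell after 24 h of P and none rose (10 when adjusted over the list alone), with a median of −0.88 (camera adjusted p = 0.000684; adjusted p = 0.25 with an estimated correlation). SRSF6 had −3.10 (SE 0.48, adjusted p = 0.000652 from limma) and SRSF3 −1.66 (SE 0.27, adjusted p = 0.000788). Of 13 heat shock genes 6 fell and none rose (7 when adjusted over the list alone), with a median of −1.04 (camera adjusted p = 0.0124; adjusted p = 0.25 with an estimated correlation), among them the HSP40 co-chaperone DNAJA1 at −1.26 (SE 0.20, adjusted p = 0.000791) and CHORDC1, a co-chaperone of HSP90, at −1.91 (SE 0.36, adjusted p = 0.00166). HSPA9 had −1.41, while the probe set of HSPA9 with the highest mean had 0.24. Of 5 genes of cholesterol synthesis and uptake 4 fell, and IDI1, an isomerase of isoprenoid synthesis, had −2.69 (SE 0.49, adjusted p = 0.00151), while 1 of the 5 fell without untreated 24 h replicate 2 and 2 without P 24 h replicate 1. Of 16 proteasome genes 2 fell, PSMD12 and the cap ATPase PSMC2, which had −2.76 (SE 0.35, adjusted p = 0.000157). SRSF6, SRSF3, DNAJA1, CHORDC1, IDI1 and PSMC2 were called with P without any 1 array of the comparison, but the probe sets of the highest mean had −0.94 for SRSF3, −0.74 for PSMD12 and −0.72 for PSMC2, short of the fold limit.
The array labelled C 24 h replicate 1 lay with the untreated arrays. Its p53 target median was 0.15 above the untreated mean, and it correlated best with untreated 24 h replicate 1 (r = 0.476). RNA of cells without a cisplatin response, through a wrong label or a failed treatment, would give such a median. The median is also what set the array apart, so it is not a separate test of that explanation. An exchange with an untreated array of this series would need an untreated array with a p53 response, and the highest untreated median was 0.12. Degraded RNA is argued against by the difference of the 3' and 5' probe sets of ACTB, which was 1.08 here and 0.80 to 1.88 on the 16 arrays other than this one and P/C 24 h replicate 1, which had 0.85. A wrong label, a failed treatment and an exchange with an array outside this series stay open, and no biological explanation was tested, as the design names none.
The array labelled P/C 24 h replicate 1 had a score of 0.71 for 29 higher and 35 lower probe sets called at 8 h between the 4 arrays with piroxicam (P or P/C) and the 4 without (untreated or C), where the P 24 h arrays had 2.59 to 2.91. RNA of cells without a piroxicam response, through a wrong label or a failed treatment, would give this. The score is also what set the array apart, so it is not a separate test of that explanation. An exchange with a C 24 h array would need a C array with a high score, and the highest was 0.77. A loss of the piroxicam response by 24 h under cisplatin was not seen in P/C 24 h replicate 3, which scored 2.78. With 1 array of each kind, a loss in 1 culture and not the other cannot be excluded. Which of a wrong label, a failed treatment, an exchange with an array outside this series and such a loss may apply stays open.
The fold changes in the paper's Table S1 did not follow the deposited values of their probe sets, with a Pearson r across probe sets, which are not independent, of −0.01 over 432 values for P and 0.09 over 220 for P/C, although 278 and 115 of these were called here. In Table S1 the size of the value for P fell with the probe set number (rho −0.62, where the smallest of 10000 permutations was −0.15), while in the deposited values rho was 0.01. For P/C rho was −0.43, against −0.27 and 0.11. These values are consistent with fold changes placed on rows other than their own, a hypothesis found and tested on the same table. Signs turned over the whole table are argued against by the share of values above 0, which does not depend on the rows. For P it was 20.6% in Table S1 and 21.8% in the deposited values, and for P/C 38.6% and 35.5%. Turned signs would have put most values above 0. With the sign turned, 15.5% of the values for P lay within the SD of the arrays. Permuted rows gave a mean of 17.9% and a highest of 23.8%. This match by row cannot test turned signs, since even the sizes had a rho of only 0.03 with the sizes here. For single genes a turned sign stays open. The 4 values for P in the paper's Table 3 lie within the SD with the sign turned, as do 7 of the 9 values of opposite sign in Table 2. Another normalization, filter or choice of arrays is argued against as far as the alternatives go, since their highest r was 0.0937.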
